# RNA sequencing reveals induction of specific renal inflammatory pathways in a rat model of malignant hypertension

**DOI:** 10.1007/s00109-021-02133-8

**Published:** 2021-09-15

**Authors:** Carlos Menendez-Castro, Nada Cordasic, Fabian B. Fahlbusch, Arif B. Ekici, Philipp Kirchner, Christoph Daniel, Kerstin Amann, Roland Velkeen, Joachim Wölfle, Mario Schiffer, Andrea Hartner, Karl F. Hilgers

**Keywords:** Malignant hypertension, Two-kidney one-clip renovascular hypertension (2K1C), Kidney injury, Inflammation, Complement activation, RNA-Seq

## Abstract

**Abstract:**

In malignant hypertension, far more severe kidney injury occurs than in the “benign” form of the disease. The role of high blood pressure and the renin–angiotensin–aldosterone system is well recognized, but the pathogenesis of the renal injury of malignant hypertension (MH) remains incompletely understood. Using the rat model of two-kidney, one-clip renovascular hypertension in which some but not all animals develop MH, we performed a transcriptomic analysis of gene expression by RNA sequencing to identify transcriptional changes in the kidney cortex specific for MH. Differential gene expression was assessed in three groups: MH, non-malignant hypertension (NMH), and normotensive, sham-operated controls. To distinguish MH from NMH, we considered two factors: weight loss and typical renovascular lesions. Mean blood pressure measured intraarterially was elevated in MH (220 ± 6.5 mmHg) as well as in NMH (192 ± 6.4 mmHg), compared to controls (119 ± 1.7 mmHg, *p* < 0.05). Eight hundred eighty-six genes were exclusively regulated in MH only. Principal component analysis revealed a separated clustering of the three groups. The data pointed to an upregulation of many inflammatory mechanisms in MH including pathways which previously attracted relatively little attention in the setting of hypertensive kidney injury: Transcripts from all three complement activation pathways were upregulated in MH compared to NMH but not in NMH compared with controls; immunohistochemistry confirmed complement deposition in MH exclusively. The expression of chemokines attracting neutrophil granulocytes (CXCL6) and infiltration of myeloperoxidase-positive cells were increased only in MH rats. The data suggest that these pathways, especially complement deposition, may contribute to kidney injury under MH.

**Key messages:**

- The most severe hypertension-induced kidney injury occurs in malignant hypertension.
- In a rat model of malignant hypertension, we assessed transcriptional responses in the kidney exposed to high blood pressure. A broad stimulation of inflammatory mechanisms was observed, but a few specific pathways were activated only in the malignant form of the disease, notably activation of the complement cascades.
- Complement inhibitors may alleviate the thrombotic microangiopathy of malignant hypertension even in the absence of primary complement abnormalities.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00109-021-02133-8.

## Introduction

Arterial hypertension is one of the major risk factors for the development of cardiovascular disease [1]. Additionally, chronic elevation of blood pressure can induce chronic kidney disease (CKD) [2]. Vice versa, renal disease causes arterial hypertension [3]. Malignant hypertension is characterized by a marked elevation of blood pressure and the occurrence of progressive end-organ damage (e.g., renal, cerebral, vascular, or ocular injury) [4, 5]. In the kidney, malignant hypertension leads to a form of thrombotic microangiopathy, exhibiting fibrinoid necrosis and proliferative lesions of the small arteries [6] accompanied by kidney fibrosis and loss of renal function [7].

The pathomechanistic factors for the development of malignant hypertension in contrast to the development of non-malignant arterial hypertension are only incompletely understood. In animal models, a marked and rapid rise of blood pressure appears to be a necessary condition [8]. On the other hand, blood pressure differences between malignant hypertensive animals and appropriate non-malignant hypertensive controls can be quite small [9, 10]. Griffin et al. reported that even a small reduction of blood pressure alleviated renal injury in a rat model of malignant hypertension, leading to the concept of a critical pressure threshold for malignant hypertension [5]. Several studies indicated that the activation of the renin–angiotensin–aldosterone system (RAAS) might play an important role [9, 11, 12]. A chronic activation of RAAS was also associated with the induction of inflammatory pathways [9, 13]. Furthermore, in a rat model of renovascular hypertension, malignant hypertension was accompanied by an impaired neovascularization and reduced capillary supply in heart and kidney tissue [14]. This might contribute to the specific vascular lesions and progressive organ failure seen in the kidney under malignant hypertension.

Here, we used a transcriptomic approach to elucidate specific alterations of gene expression of the kidney cortex in malignant versus non-malignant hypertension. We performed high-throughput RNA sequencing (RNA-seq) in a rat model of two-kidney, one-clip renovascular hypertension (2K1C) [15]. Thirty-five days after clipping, differential gene expression in renal cortex was assessed in three animal groups: rats with malignant hypertension (MH), rats with non-malignant hypertension (NMH), and normotensive, sham-operated controls (sham). We focused on the non-clipped kidney exposed to hypertension, because it is the non-clipped kidney, which exhibits the characteristic vascular lesions of malignant nephrosclerosis. Several identified candidate genes were further assessed by RT-PCR and immunohistochemistry.

## Results

### Malignant hypertension

As described previously, the rat model of 2K1C was used to induce renovascular hypertension. Over a period of 35 days, only a part of rats spontaneously developed malignant hypertension (MH) after clipping of the left renal artery with a silver clip of 0.2 mm internal diameter [15]. MH animals were classified by significantly reduced postinterventional weight gain and the occurrence of fibrinoid necrosis and onion skin type lesions as characteristic vascular lesions in the contralateral kidney (supplementary Fig. 1) as described earlier [14]. Non-malignant hypertensive (NMH) individuals in contrast were hypertensive without developing characteristic renal vascular lesions and showed normal weight gain (supplementary table 1). In MH animals increased serum levels of creatinine, urea and aldosterone were found compared to NMH and sham (supplementary table 1). Serum creatinine in MH increased to levels comparable to those observed in models of glomerulonephritis or subtotal nephrectomy [16, 17], as did albuminuria (supplementary table 2). Mean arterial blood pressure (MAP) values were higher in MH compared to NMH, while MAP of both NMH and MH was significantly increased compared to sham animals (supplementary table 1). Systolic blood pressure values obtained by sequential tail cuff measurements from week 1 until week 5 after 2K1C revealed a trend towards higher pressure levels in MH beginning 1.5 weeks post intervention (supplementary Fig. 2). Relative left ventricular weight was increased in MH and NMH animals compared to sham but did not significantly differ between MH and NMH (supplementary table 1) although there were vascular lesions and microinfarctions in the myocardium of MH (supplementary Fig. 3).

### Renal gene expression patterns in malignant hypertension

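In the 2K1C model, the left renal artery is narrowed by a clip (0.2 mm wide inside), and the right kidney is left unclipped and exposed to the high blood pressure. RNA-seq data of the right kidney, taken 5 weeks after surgery, were available for 6 MH, 5 NMH and 5 sham animals, with 1 library per animal. MH and NMH animals had the same operation and were told apart by their weight gain and by vascular lesions of the right kidney. Libraries were made from mRNA with a stranded kit and sequenced as 101 bp single-end reads. The authors removed reads aligned to rRNA, tRNA, mtRNA and transposons, mapped the remaining reads to the rat genome with a splice-aware aligner and counted them per gene, leaving out exons shared between genes. The deposited table holds these counts without normalization for 32883 genes, and 21015 genes had a count in at least 1 animal.
Counts on genes per animal ranged from 16397658 to 18880302 in MH (median 18026397), from 16688857 to 23011589 in NMH (median 18314194) and from 13544540 to 23147618 in sham animals (median 18040403). The paper states a depth of at least 25 M sequenced reads per library, and all values given beside its results use the counts on genes. Total counts did not differ between MH and NMH animals beyond the spread within the groups (two-sided exact permutation test, p = 0.331). The 37 mitochondrially encoded genes took 15.1 ± 4.10% of the counts in MH (SD, n = 6), 26.5 ± 2.74% in NMH (SD, n = 5) and 24.7 ± 1.74% in sham animals (SD, n = 5), and the difference of -11.5 percentage points between MH and NMH was larger than the spread between animals (two-sided exact permutation test, p = 0.00433). Counts were scaled by edgeR's TMM method, whose factors were 1.01 to 1.25 in MH, 0.868 to 1.02 in NMH and 0.884 to 0.927 in sham animals. Differential expression was tested in 1 fit of all 16 animals in 3 groups, after genes with low counts had been removed by filterByExpr.

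**Figure D1:**
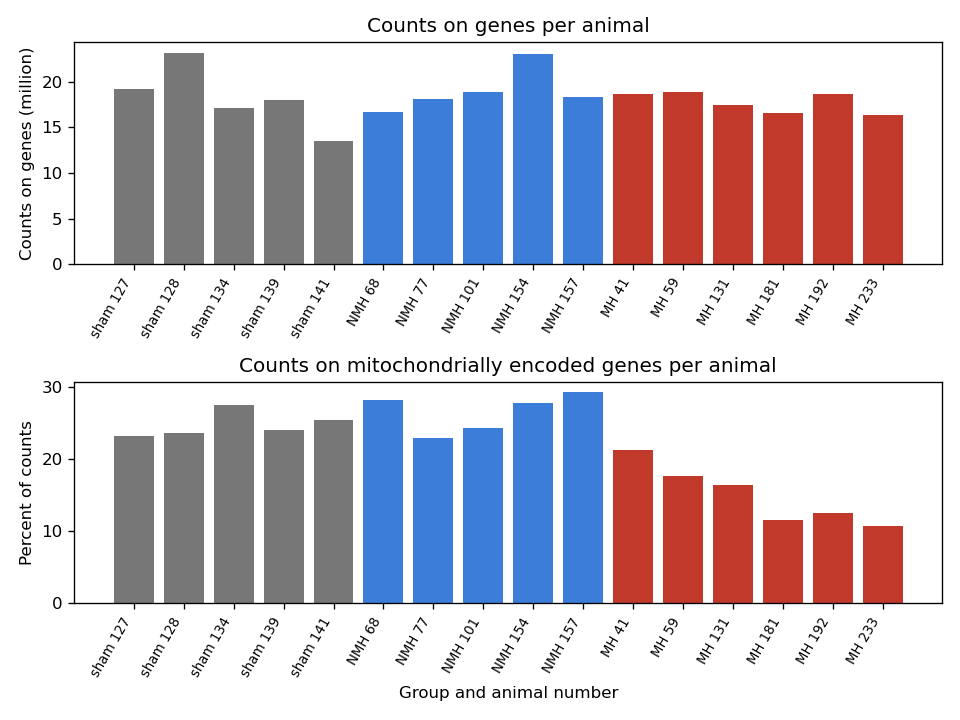
Counts on genes per animal (upper bars) and percent of these counts on mitochondrially encoded genes (lower bars), with 1 bar for each of the 16 animals, named by group and animal number. The MH animals lie between 10.8% and 21.3% on mitochondrially encoded genes, all below the lowest NMH animal at 23.0%.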

Global gene expression in the non-clipped right kidney was assessed in sham, MH, and NMH animals using mRNA-seq analysis [18]. To evaluate specific effects of malignant hypertension, differentially expressed genes in renal tissue were analyzed comparing MH and NMH animals. 

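Of the 14303 genes tested between MH and NMH animals, 822 had both an adjusted p-value under 0.01 and a fold change of at least 2 in either direction (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p-value alone was under 0.01 for 2155 genes, and the smallest was 0.000188. An unadjusted p-value under 0.05 was found for 6592 genes, where chance alone gives about 715.15. The choice that moved the count most was the way the fold change enters. With the fold change itself tested against 2 (edgeR's glmTreat), instead of being filtered after the test, 3 genes were differentially expressed.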

One thousand one hundred thirty-five genes showed a significantly differential expression (fold change ≤ 2, fold change ≥ 2, adjusted p-value < 0.01). Among them, 886 genes exclusively showed an expressional regulation in MH animals only (Fig. 1). 

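Fig. 1 compares MH vs. NMH with [MH + NMH] vs. sham. For the second comparison, the mean of the effects in MH and in NMH was tested against sham, and 387 genes were differentially expressed, 299 of them higher and 88 lower than in sham. Both comparisons shared 183 genes, all with the same direction of change, which the MH animals common to both comparisons favour. This left 639 genes, or 77.7% of those found between MH and NMH, that were differentially expressed between MH and NMH only, with 423 higher and 216 lower in MH. A further 204 genes were found in [MH + NMH] vs. sham only. These numbers depended on how the groups were joined. With the MH and NMH animals as 1 group of 11 against sham, edgeR found 5 genes, and 0 of them were shared with MH vs. NMH. This fall was not seen with DESeq2's Wald test, a setting chosen after seeing the data. It found 486 genes for the same joined group, 249 of them shared, and 886 in MH vs. NMH only. In MH vs. sham, 1540 genes were differentially expressed with edgeR, 1018 higher and 522 lower in MH, and 461 of the 639 exclusive genes were among them. Of all genes differentially expressed between MH and NMH, 644 were also differentially expressed between MH and sham, each in the same direction. Since the same MH animals enter both comparisons, the same direction was favoured in advance. Between NMH and sham, 0 genes passed the thresholds, 13 had an adjusted p-value under 0.05, and the smallest adjusted p-value was 0.0215 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The unadjusted p-value was under 0.05 for 2189 genes in NMH vs. sham. DESeq2's Wald test changed this result, with 43 genes differentially expressed between NMH and sham. Of the genes differentially expressed between MH and NMH, 160 had an unadjusted p-value under 0.05 in NMH vs. sham, 469 changed from sham to NMH in the same direction as from NMH to MH, and 353 in the opposite direction; both comparisons share the NMH animals.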

Graphical representation of log2 fold change versus mean expression in MH and NMH animals indicated that the majority of regulated genes were upregulated (Fig. 2). 

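Of the genes differentially expressed between MH and NMH, 71.4% were higher in MH. The log2 fold changes of the upregulated genes ranged from 1.00 to 4.47 with a median of 1.44, and those of the downregulated genes from -8.14 to -1.01 with a median of -1.33. The value of -8.14 rests on one animal, since NMH animal 77 had 499 counts of that gene and the other 4 NMH animals had 54 together. No MH animal had more than 1 count of it, so -8.14 is a fitted value whose size the counts do not fix. The share of upregulated genes depended on the expression level. Among the 4768 tested genes with the lowest mean expression (0.351 to 9.55 CPM, the counts on a gene relative to the library size), 373 were upregulated and 118 downregulated, a share of 76.0%. Among the 4767 genes with middle expression (up to 38.0 CPM), 132 were upregulated and 33 downregulated, a share of 80%. Among the 4768 genes with the highest expression, 82 were upregulated and 84 downregulated, a share of 49.4%. With the adjusted p-value alone and no fold change threshold, which is how Fig. 2 marks genes, 1181 genes were higher and 974 lower in MH. The share also depended on the scaling. With library size alone in place of TMM factors, a setting chosen after seeing the data, the median log2 fold change of all genes moved to 0.31, and 1250 genes were upregulated against 113 downregulated.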

Further evaluation of RNA-seq data comparing MH and NMH animals showed 765 genes significantly upregulated and 370 genes significantly downregulated in MH.

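In MH compared to NMH, 587 genes were upregulated and 235 downregulated with edgeR. DESeq2, the tool that the paper's methods name, gave 765 and 370 from the same counts. With only the MH and NMH animals in the edgeR fit, the numbers were 355 and 82. Over all tested genes, the normalized counts of all MH animals lay on one side of those of all NMH animals for 1310 (9.16%), which 0.433% of genes would show by chance (2 of the 462 splits of the 11 animals). Among the differentially expressed genes, which were selected for a difference between the same animals, this held for 440, with 345 higher and 95 lower in MH.
The files do not pair gene IDs with gene names, so the genes with the largest changes among the 440 are given by their Ensembl IDs, with coordinates on Rnor 6.0 as deposited. ENSRNOG00000008575 lies on chromosome 4 from 78496043 to 78515584 on the plus strand, with an exonic length of 2820 bases. Its TMM-normalized CPM was 1.29 ± 0.927 in MH (SD, n = 6), 0.0600 ± 0.0917 in NMH (SD, n = 5) and 0.0471 ± 0.0778 in sham animals (SD, n = 5). The log2 fold change of MH vs. NMH was 4.15 (standard error 0.81, adjusted p = 0.00213, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). NMH animals had 0 to 4 counts of this gene, at or near the floor of 3 counts. The value of 4.15 is therefore a fitted one whose size the counts do not fix. No sham animal had more than 3 counts, and against that floor MH was at least 6.90-fold higher than sham. The gene passed the filter on low counts in 6 of the 11 fits that each left out one MH or NMH animal. ENSRNOG00000010253 lies on the same chromosome from 156752082 to 156785467, also on the plus strand, and its exons span 4261 bases. It had 4.29 ± 2.90 normalized CPM in MH (SD, n = 6), 0.249 ± 0.187 in NMH (SD, n = 5) and 0.305 ± 0.110 in sham animals (SD, n = 5). Its log2 fold change was 4.00 (standard error 0.59, adjusted p = 0.000596 from edgeR).
Among the same 440 genes, ENSRNOG00000026577 and ENSRNOG00000004918 had the largest falls. ENSRNOG00000026577, on chromosome 8 from 113105814 to 113586418 (plus strand, exonic length 4163 bases), had 0.170 ± 0.0650 normalized CPM in MH (SD, n = 6), 1.84 ± 1.14 in NMH (SD, n = 5) and 2.35 ± 1.22 in sham animals (SD, n = 5). Its log2 fold change was -3.36 (standard error 0.50, adjusted p = 0.000677 from edgeR). ENSRNOG00000004918, on chromosome 3 from 98297554 to 98300680 (plus strand, exonic length 3127 bases), had 0 to 2 counts in every MH animal, which is under the floor of 3 counts, and was therefore at least 3.04-fold lower in MH than in NMH and at least 5.08-fold lower than in sham animals. The limit against NMH uses the group mean, which NMH animal 68 raised with 1.31 normalized CPM. The other NMH animals had 0.117 to 0.415, against a floor of 0.147 in MH, so without animal 68 the limit is lower. NMH animal 77 had 2 counts, as many as MH animal 41, and only the scaling separates these animals. The fitted log2 fold change was -2.60 (standard error 0.66, adjusted p = 0.00822 from edgeR), and 8 of those 11 fits gave an adjusted p-value above 0.01. No other gene of the table overlaps any of these genes.

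**Figure D2:**
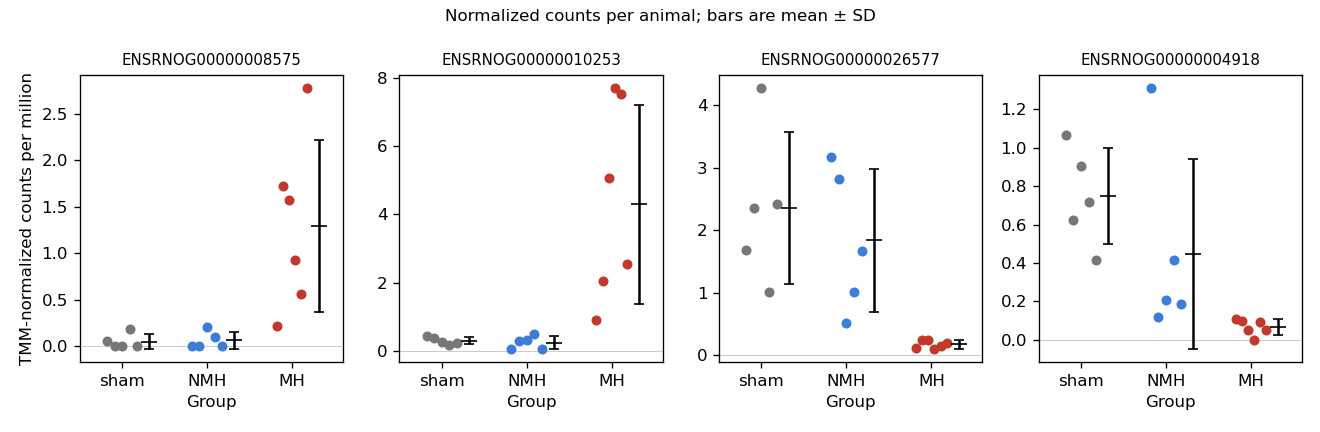
TMM-normalized CPM of the 4 genes in each animal (points, by group on the x axis), with the mean and SD of each group beside them (bars). For ENSRNOG00000008575 and ENSRNOG00000010253 all MH animals lie above all NMH animals, and for ENSRNOG00000026577 and ENSRNOG00000004918 all lie below. At ENSRNOG00000008575, MH animal 41 and NMH animal 101 both had 4 counts and are separated by the scaling alone. The same holds at ENSRNOG00000004918 for MH animal 41 and NMH animal 77, both with 2 counts. At ENSRNOG00000004918, one NMH animal at 1.31 lies far above the other NMH animals, the next at 0.415.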

**Fig. 1:**
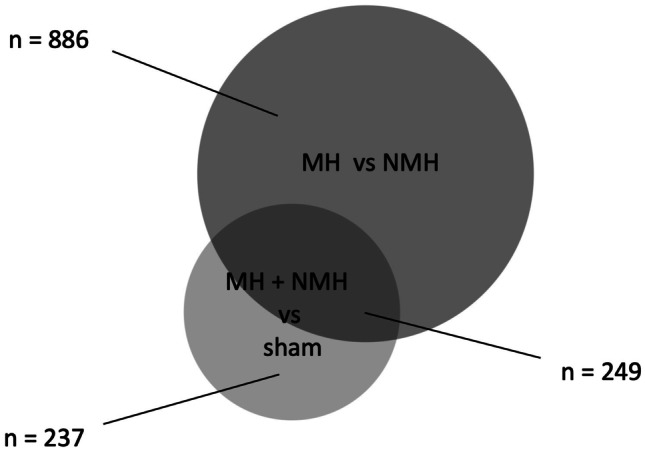
Venn diagram showing the number of differentially expressed genes from RNA-seq analysis

**Fig. 2:**
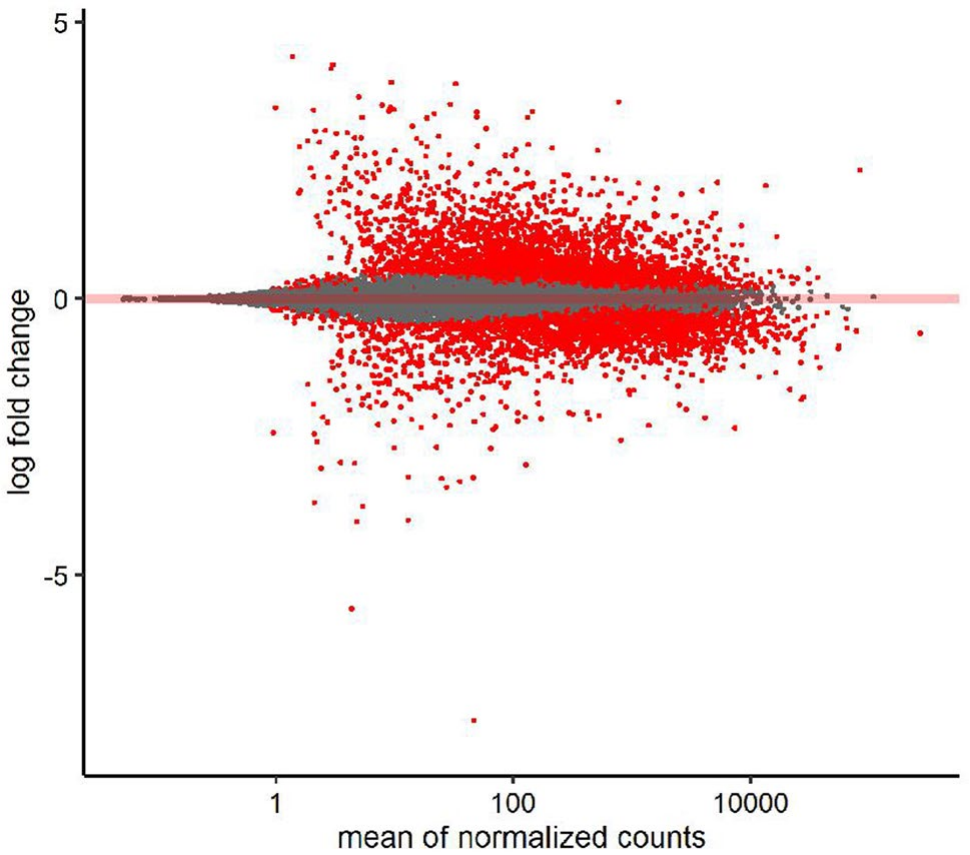
MA plot. Scatterplot of log2 expression fold changes versus mean gene expression. Fold changes from highly variable genes are compressed using the apeglm approach from DESeq2 to aid with interpretation. Genes with significant expression differences (adjusted *p*-value < 0.01) are shown in red

Principal component analysis (PCA) revealed a separated clustering of the three study groups (Fig. 3). This observation is also supported by selected heat maps, depicting the differential expression of target genes related to “glomerular disease” (Fig. 4A), “vasculitis” (Fig. 4B), and “thrombosis” (Fig. 4C) (supplementary Fig. 4 shows the same data ordered by predetermined experimental group). These three topic areas were chosen because they reflect major sequelae of malignant hypertension in the kidney—elevated blood pressure induced glomerular and vascular changes and thrombotic microangiopathy.

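PCA was run on rlog values (DESeq2) of the 500 most variable genes, centered and not scaled, in all 16 animals. PC1 held 68.1% and PC2 7.40% of the variance. Mean PC1 scores were 14.95 ± 6.75 in MH (SD, n = 6), -5.59 ± 8.57 in NMH (SD, n = 5) and -12.35 ± 1.50 in sham animals (SD, n = 5). The difference of 20.55 between MH and NMH was larger than the spread between animals (two-sided exact permutation test, p = 0.00866). NMH and sham animals differed by 6.76 on PC1, a difference close to the variation among animals (two-sided exact permutation test, p = 0.0556). This p-value depended on the setting. It was 0.0317 with vst values, 0.0159 with edgeR's log2 CPM and 0.0476 with all genes that passed filterByExpr, and it lay between 0.00794 and 0.135 when one animal at a time was left out (exact permutation tests). On PC2, mean scores were 1.98 ± 5.82 in NMH (SD, n = 5) and -2.52 ± 3.90 in sham animals (SD, n = 5), and the difference was 4.50 (two-sided exact permutation test, p = 0.198). The gene set changed the PC2 result most. With all genes that passed filterByExpr in place of the 500 most variable, PC1 held 57.4% and PC2 7.96% of the variance, and NMH and sham animals differed by 15.4 on PC2 (two-sided exact permutation test, p = 0.00794).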

**Fig. 3:**
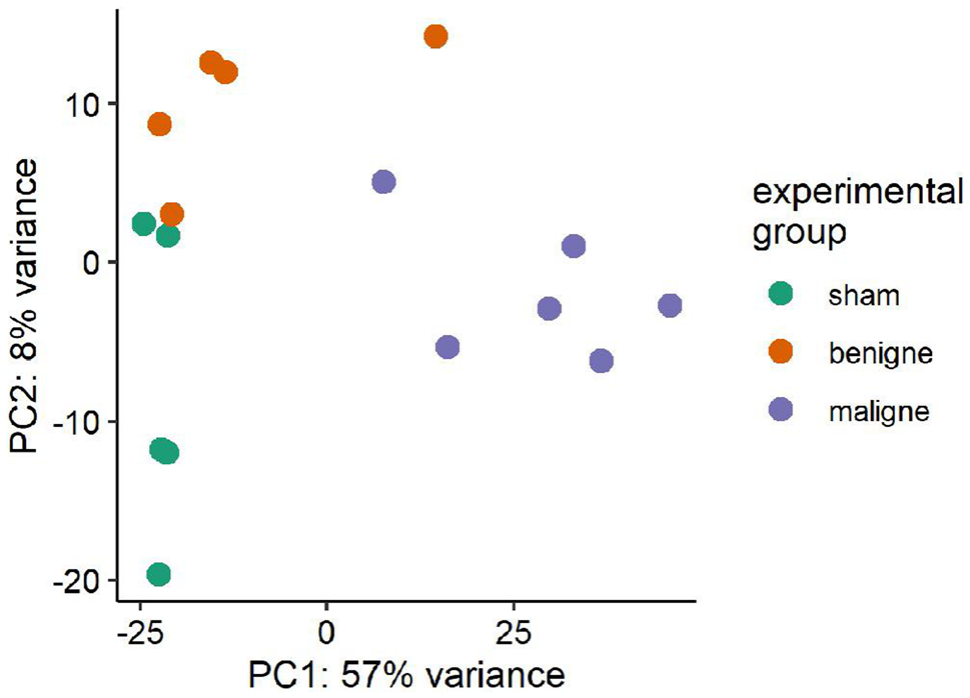
Principal component analysis (PCA) of gene expression in the individual samples. The labeling of the axes indicates the percentage of total variance explained by each component. Due to the higher variance explained by the PC1, differences along the x-axis are larger compared to differences along the y-axis. PC, principal component

**Fig. 4:**
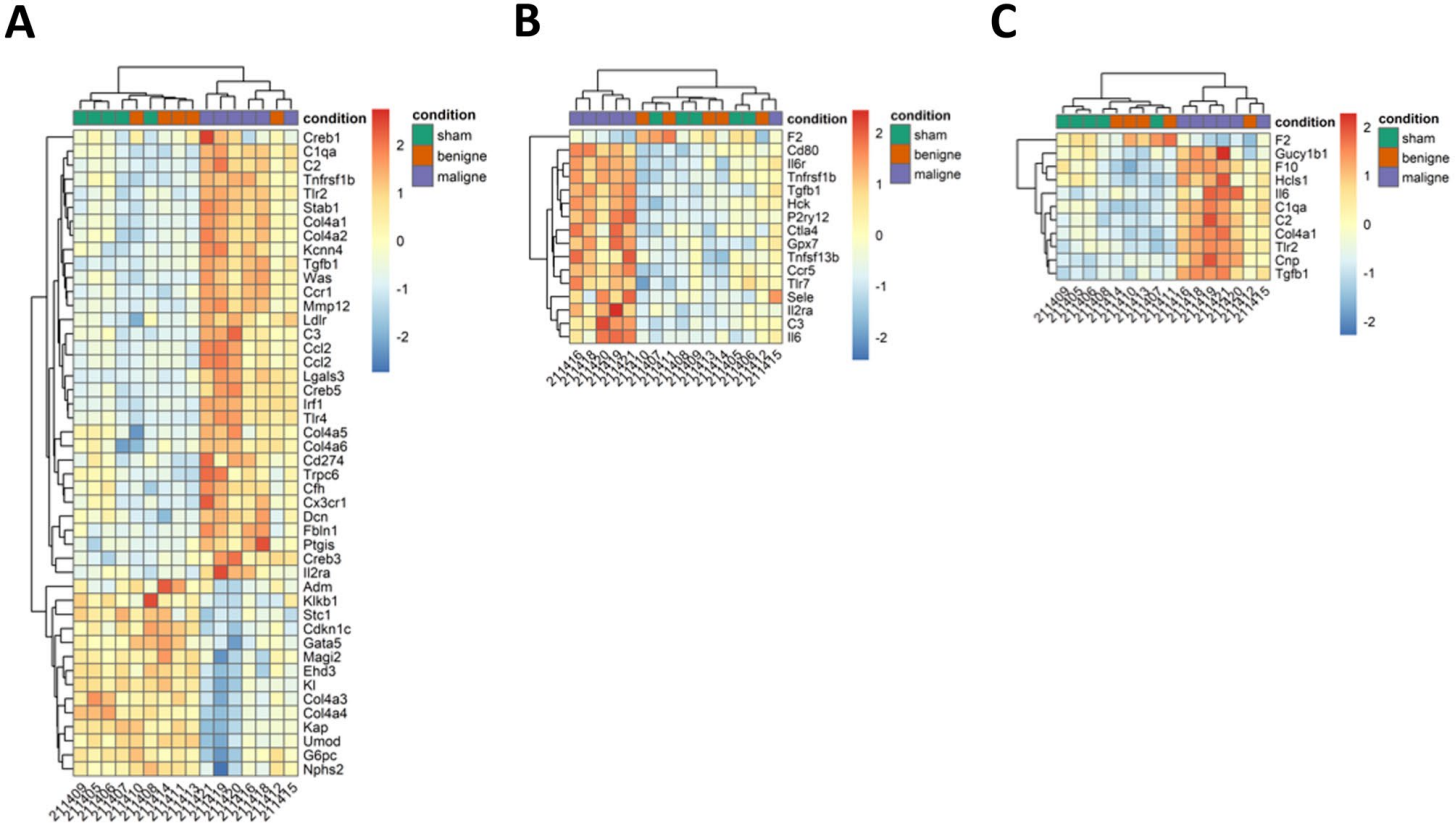
Heat map analyses. Heat maps of normalized (rlog, DESeq2) expression values, centered and scaled by row. Clustering uses the Euclidean distance with complete linkage. **A** Heat map with genes related to “glomerular disease”; **B** heat map with genes related to “vasculitis”; **C** heat map with genes related to “thrombosis”

### Inflammatory pathways

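The filter that the methods give for the pathway analysis, an absolute log2 fold change above 2 with an adjusted p-value under 0.01, was passed by 155 genes in MH vs. NMH (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Apart from the fold change threshold itself, the alternatives gave between 46 genes, when only genes with at least 10 counts in every animal were tested, and 327 genes, when NMH animal 101 was left out.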

Ingenuity pathway analysis (IPA, Qiagen) was used for further in silico network and pathway analysis of differentially expressed genes. Disease-specific comparison of MH and NMH animals revealed “inflammatory response” as the most significantly altered signaling network based on the associated number of differentially regulated genes (Table 1). Accordingly, IPA software identified the most relevant upstream regulators to belong to the group of proinflammatory molecular markers (Table 2).

**Table 1:** Top 5 diseases and disorders

	***p*-value range**	**Number of molecules**
Inflammatory response	6,03E-13—2,02E-51	412
Endocrine system disorders	7,15E-16—9,92E-47	215
Gastrointestinal disease	2,28E-13—9,92E-47	909
Metabolic disease	7,15E-16—9,92E-47	236
Organismal injury and abnormalities	8,19E-13—9,92E-47	973

**Table 2:** Top 5 upstream regulators

	***p*-value**
TNF	2,96E-57
TGFB1	8,88E-43
IFNG	1,25E-40
IL1B	2,07E-40
CSF2	5,48E-35

Based on these findings, a further assessment of inflammatory cells in the kidney was performed. Using immunohistochemistry, more cytotoxic T-cells were found in the kidneys of MH animals compared to controls (Table 3, supplementary Fig. 5), while numbers of T-helper cells were only increased in NMH animals compared to controls (Table 3, supplementary Fig. 5). The local quantity of renal M1 macrophages was significantly higher in MH animals compared to NMH and sham animals (Table 3, supplementary Fig. 5). However, the number of M2 macrophages was increased only in the kidneys of MH animals compared to sham-controls (Table 3, supplementary Fig. 5). A significantly higher infiltration by MPO-positive cells was found in MH compared to NMH and sham (Table 3, Fig. 5). Macrophages as well as neutrophil granulocytes may be MPO-positive; stainings of serial sections for MPO and CD68 showed that at least part of the MPO-positive cells were CD68 negative (supplementary Fig. 6), suggesting infiltration of neutrophil granulocytes in MH. Fox-P3-positive regulatory T cells were increased in MH and NMH versus sham-operated controls, but there was no difference between MH and NMH, respectively (supplementary Fig. 7).

**Table 3:** Inflammatory cells, chemokines, and cytokines

	**Sham**	**NMH**	**MH**
**Inflammatory cells**			
MPO-positive cells [cells/view]	0.53 ± 0.15	0.69 ± 0.15	2.43 ± 0.51*^§^
M1 macrophages [CD68-positive cells/view]	5.7 ± 0.53	8.87 ± 0.82*	14,66 ± 1.44*^§^
M2 macrophages [Cd163-positive cells/view]	0.09 ± 0.04	0.58 ± 0.24	1.19 ± 0.3*
T-helper cells [Cd4-positive cells/view]	11.56 ± 3.37	88.15 ± 22.7*	57.11 ± 13.45
Cytotoxic T-cells [Cd8a-positive cells/view]	3.12 ± 0.38	4.2 ± 0.45	5.46 ± 0.47*
**Chemokines**			
CCL2 [fold induction]	1.00 ± 0.23	5.85 ± 1.46	11.48 ± 1.33*^§^
CCL3 [fold induction]	1.00 ± 0.14	2.15 ± 0.5	2.70 ± 0.31*
CCL5 [fold induction]	1.00 ± 0.32	1.66 ± 0.23	2.24 ± 0.43
CCL7 [fold induction]	1.00 ± 0.23	4.50 ± 0.65*	7.78 ± 0.95*^§^
CXCL3 [fold induction]	1.00 ± 0,32	4,85 ± 1,1	12,99 ± 5,7
CXCL6 [fold induction]	1.00 ± 0.32	14.38 ± 5.33	56.74 ± 13.43*^§^
CXCL8 [fold induction]	1.00 ± 0.18	1.58 ± 0.36	2.52 ± 0.57
CCR2 [fold induction]	1.00 ± 0.14	6.54 ± 2.62	11.7 ± 1.9*
**Cytokines**			
IL-6 [fold induction]	1.00 ± 0.24	12.67 ± 2.66*	19.24 ± 2.3*
IL-10 [fold induction]	1.00 ± 0.17	2.62 ± 0.47	5.90 ± 0.71*^§^
IL-17a [fold induction]	1.00 ± 0.12	5.40 ± 1.94	26.85 ± 10.5*
LIF [fold induction]	1.00 ± 0.16	8.51 ± 1.79*	19.16 ± 2.26*^§^
TNF-α [fold induction]	1.00 ± 0.21	2.54 ± 0.42*	4.00 ± 0.35*^§^
**Costimulatory molecules**			
CD80 [fold induction]	1.00 ± 0.18	4.83 ± 1.25	10.9 ± 2.27*^§^
CTLA4 [fold induction]	1.00 ± 0.22	4.47 ± 1.29	13.34 ± 2.79
**Adhesion molecules**			
ICAM-1 [fold induction]	1.00 ± 0.17	5.57 ± 1.63	9.73 ± 0.56*
VCAM-1 [fold induction]	1.00 ± 0.24	2.84 ± 0.62	4.08 ± 0.31*

^*^p-value < 0.05 versus sham, § *p*-value < 0.05 versus NMH

**Fig. 5:**
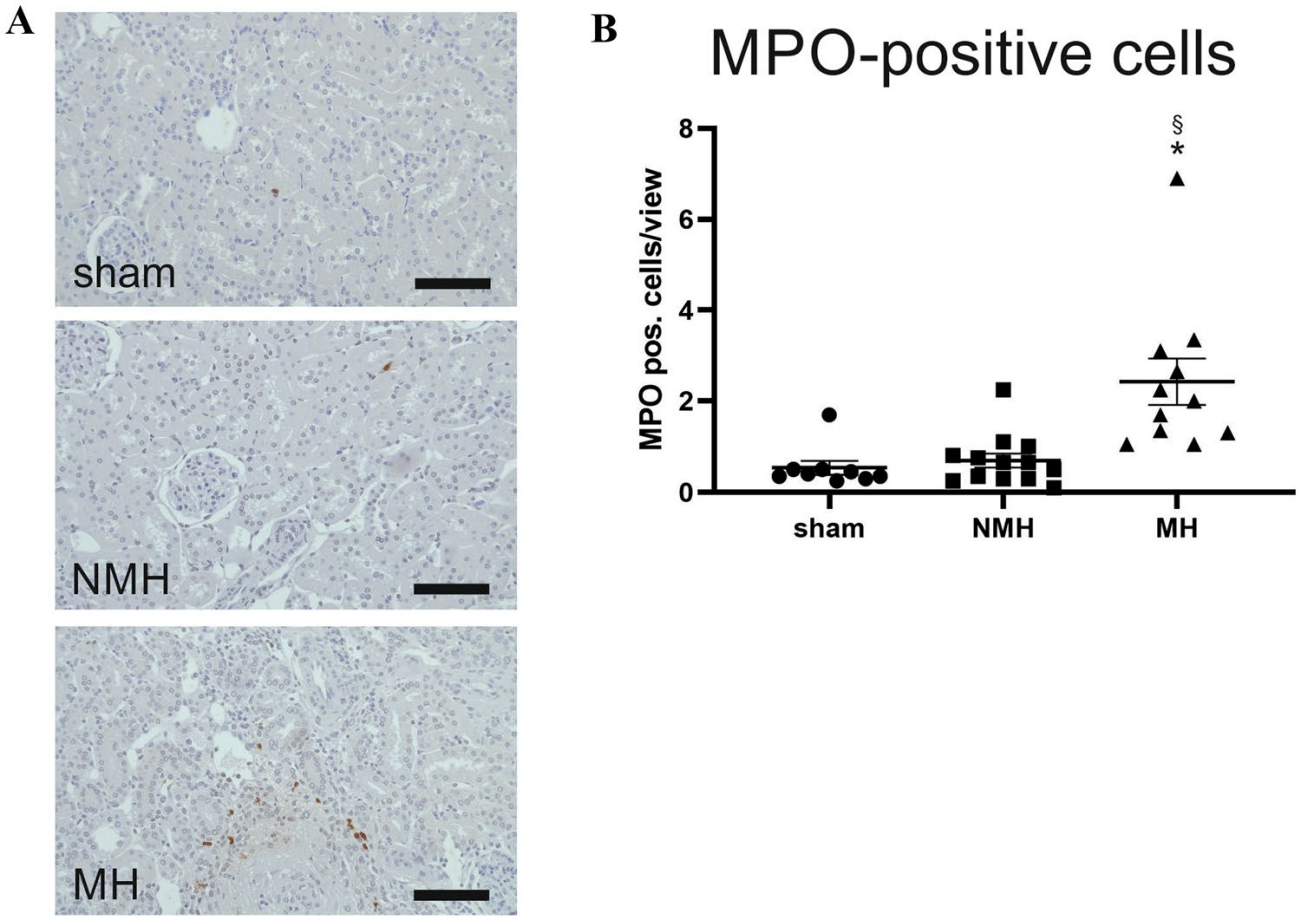
Infiltration of MPO-positive cells into kidney tissue. **A** Exemplary photomicrographs of renal sections stained for myeloperoxidase (MPO). Bar represents 100 μm. **B** Evaluation of MPO-positive cell counts. Sham, sham-operated animals (*n* = 9); NMH, non-malignant hypertension (*n* = 13); MH, malignant hypertension (*n* = 11). Data are means ± standard error of the mean, statistical test one-way ANOVA, Bonferroni post hoc test. * *p* < 0.05 vs. sham, § *p* < 0.05 vs. NMH

Renal expression levels of the chemokines CC-chemokine ligand 2 (CCL2), CC-chemokine ligand 7 (CCL7), and C-X-C motif chemokine ligand 6 (CXCL6) were significantly increased in the kidney of MH compared to NMH and sham animals (Table 3). CC-Chemokine ligand 3 (CCL3) expression was only increased in MH rats compared to controls. CC-chemokine ligand 5 (CCL5) and C-X-C motif chemokine ligand 3 (CXCL3) showed no induction under malignant hypertension (Table 3). The renal expression of C–C chemokine receptor type 2 (CCR2), the receptor of CCL2 and CCL7, showed an increased expression in MH compared to sham but not to NMH (Table 3).

In the group of cytokines, interleukin-10 (Il-10), leukemia inhibitory factor (LIF), and tumor necrosis factor-alpha (TNF-α) showed a significant expressional induction in MH compared to NMH and controls (Table 3). Interleukin-6 (Il-6) and interleukin-17a (Il-17a) expressions were increased only in MH compared to sham. CD80, a costimulatory molecule, showed an induction of renal expression in the kidney of MH compared to NMH, while for its ligand CTLA4, only a trend towards higher expression levels in MH animals was observed (Table 3). Vascular cell adhesion protein 1 (VCAM-1) and intercellular adhesion molecule 1 (ICAM-1) showed higher renal expression levels in MH compared to sham (Table 3).

Pearson’s correlation coefficient was used to quantify the association between selected molecular markers of inflammation and inflammatory cells (Table 4). CCL2 positively correlated with M1 and M2 macrophages. CCL7 only showed a positive correlation with M1 macrophages not with M2 macrophages. CXCL6 revealed a positive correlation with MPO-positive cells (Table 4).

**Table 4:** Correlation of selected molecular markers of inflammation and inflammatory cells

	***r***	***p*-value**
**CCL2** (mRNA expression) vs. **M1 macrophages** (cells/view)	0.82	< 0.001
**CCL2** (mRNA expression) vs. **M2 macrophages** (cells/view)	0.80	0.01
**CCL7** (mRNA expression) vs. **M1 macrophages** (cells/view)	0.83	< 0.001
**CCL7** (mRNA expression) vs. **M2 macrophages** (cells/view)	0.43	0.25
**CXCL6** (mRNA expression) vs. **MPO-positive cells** (cells/view)	0.83	< 0.001

*r* = Pearson’s correlation coefficient r

Statistical significance was defined as *p*-value < 0.05

A broad consistence was detected between RT-PCR and RNA-seq when comparing the expression changes of these candidate genes, except for CCL5 (Table 5).

**Table 5:** Overview of ratios for the relative expression changes in both analytic procedures (PCR and RNA-seq)

	**Ratio**	
**Gene**	**PCR (Mal vs. NMH)**	**RNA-seq (Mal vs. NMH)**
C3	2.12	3.62
C3aR1	1.56	3.72
C4b	3.52	6.86
C5aR1	2.95	3.09
C6	3.61	4.37
CCL2	1.96	3.45
CCL3	1.26	1.49
CCL5	1.35	0.65
CCL7	1.73	2.78
CXCL3	2.68	9.86
IL-6	1.52	3.5
IL-10	2.25	7.31
IL-17a	4.97	5.38
LIF	2.25	2.96
CD80	2.26	2.61
CTLA4	2.98	3.36
ICAM-1	1.75	2.20
VCAM-1	4.08	1.77

### Complement system

RNA-seq analysis revealed a significant expressional induction of the classical complement system signaling pathway in MH compared to NMH animals (Fig. 6). Certain components of the lectin and alternate complement cascades were also activated. Using RT-PCR, the expressional induction of C4b, C5aR1, and C6 was verified in the kidneys of MH in comparison to NMH and sham. C3 and C3aR1 expression was found elevated in MH only compared to sham (Table 6). The expression of C3 was correlated with other complement components as well as with markers of infiltration and kidney injury but not with the level of blood pressure (supplementary table 3).

**Fig. 6:**
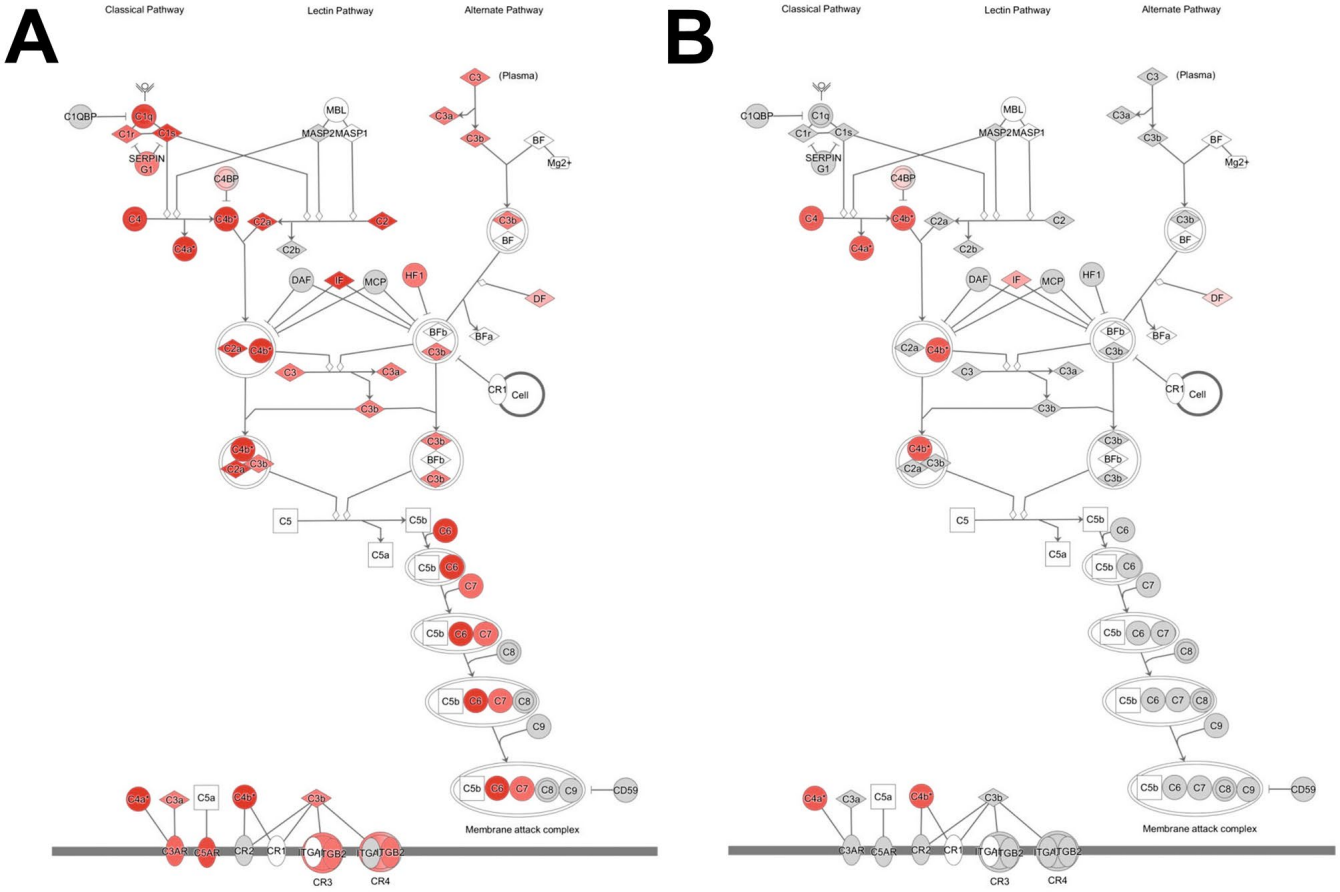
Schematic drawing of the complement cascade derived from ingenuity pathway analysis. All upregulated genes are depicted in red color. **A** MH vs. sham, **B** NMH vs. sham

**Table 6:** mRNA expression of selected complement factors

	**Sham**	**NMH**	**MH**
C3 [fold induction]	1.00 ± 0.24	5.58 ± 1.71	11.84 ± 2.75*
C3aR1 [fold induction]	1.00 ± 0.22	2.87 ± 0.58	4.48 ± 0.90*
C4b [fold induction]	1.00 ± 0.14	8.85 ± 3.63	31.17 ± 7.10*^§^
C5aR1 [fold induction]	1.00 ± 0.21	3.46 ± 0.85	10.21 ± 2.25*^§^
C6 [fold induction]	1.00 ± 0.34	4.63 ± 1.46	16,72 ± 5.10*^§^

^*^p-value < 0.05 versus sham, § *p*-value < 0.05 versus NMH

Using immunohistochemistry, we detected that MH is accompanied by a significantly higher number of C1q and C3c positive glomeruli compared to NMH and sham (Fig. 7). Staining for C1q, C3c, and C3d was also present in damaged preglomerular arterioles in MH (Fig. 8). Immunofluorescence demonstrated that C3d was preferentially localized in areas where endothelial staining was lost, both in glomeruli and arterioles (Fig. 8).

**Fig. 7:**
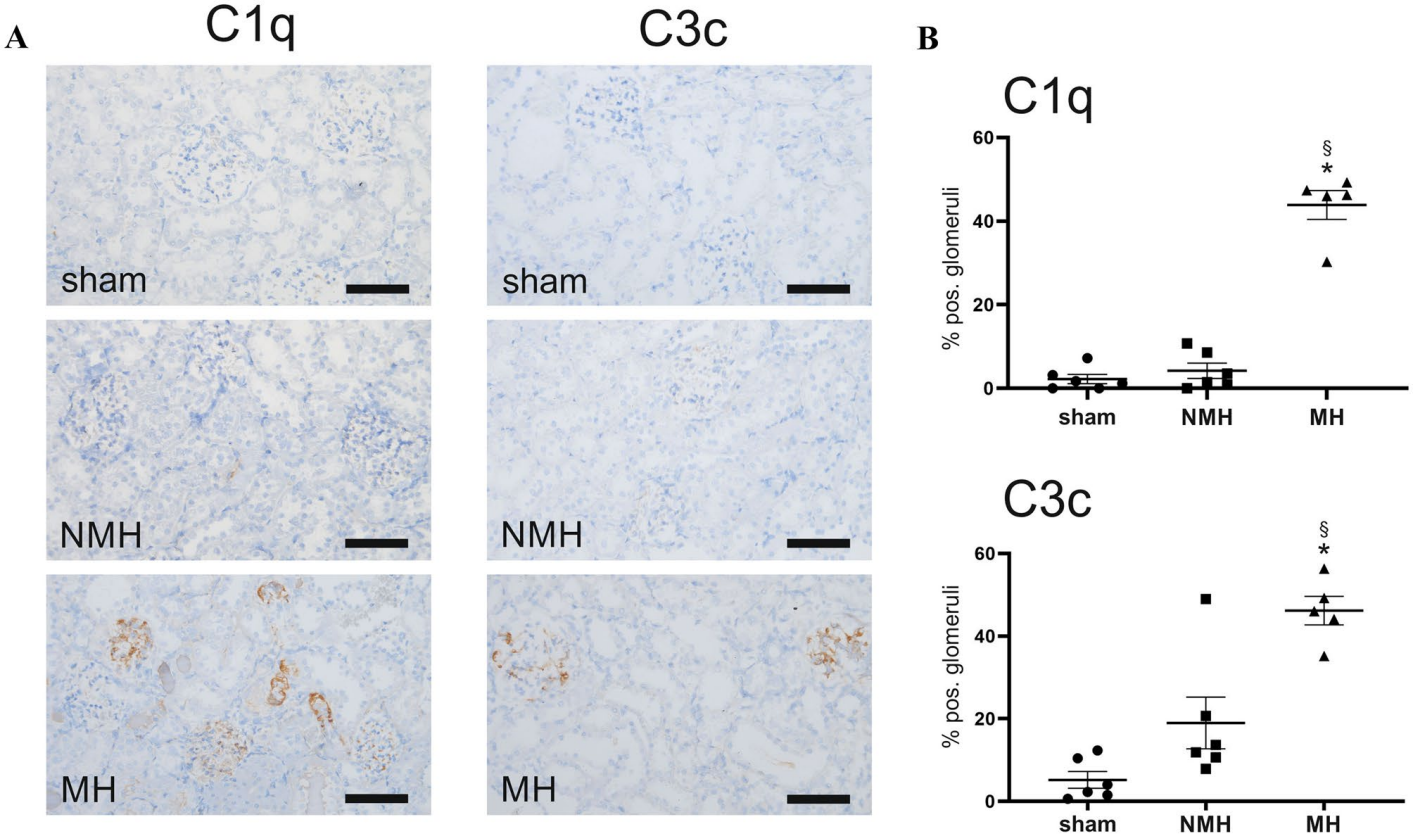
Components of the complement system (C1q and C3c) detected in kidney tissue. **A** Exemplary photomicrographs of renal sections stained for C1q or C3c. Bar represents 100 μm. **B** evaluation of glomeruli stained positive for C1q or C3c. Sham, sham-operated animals (*n* = 6); NMH, non-malignant hypertension (*n* = 6); MH, malignant hypertension (*n* = 5). Data are means ± standard error of the mean. * *p* < 0.05 vs. sham, § *p* < 0.05 vs. NMH

**Fig. 8:**
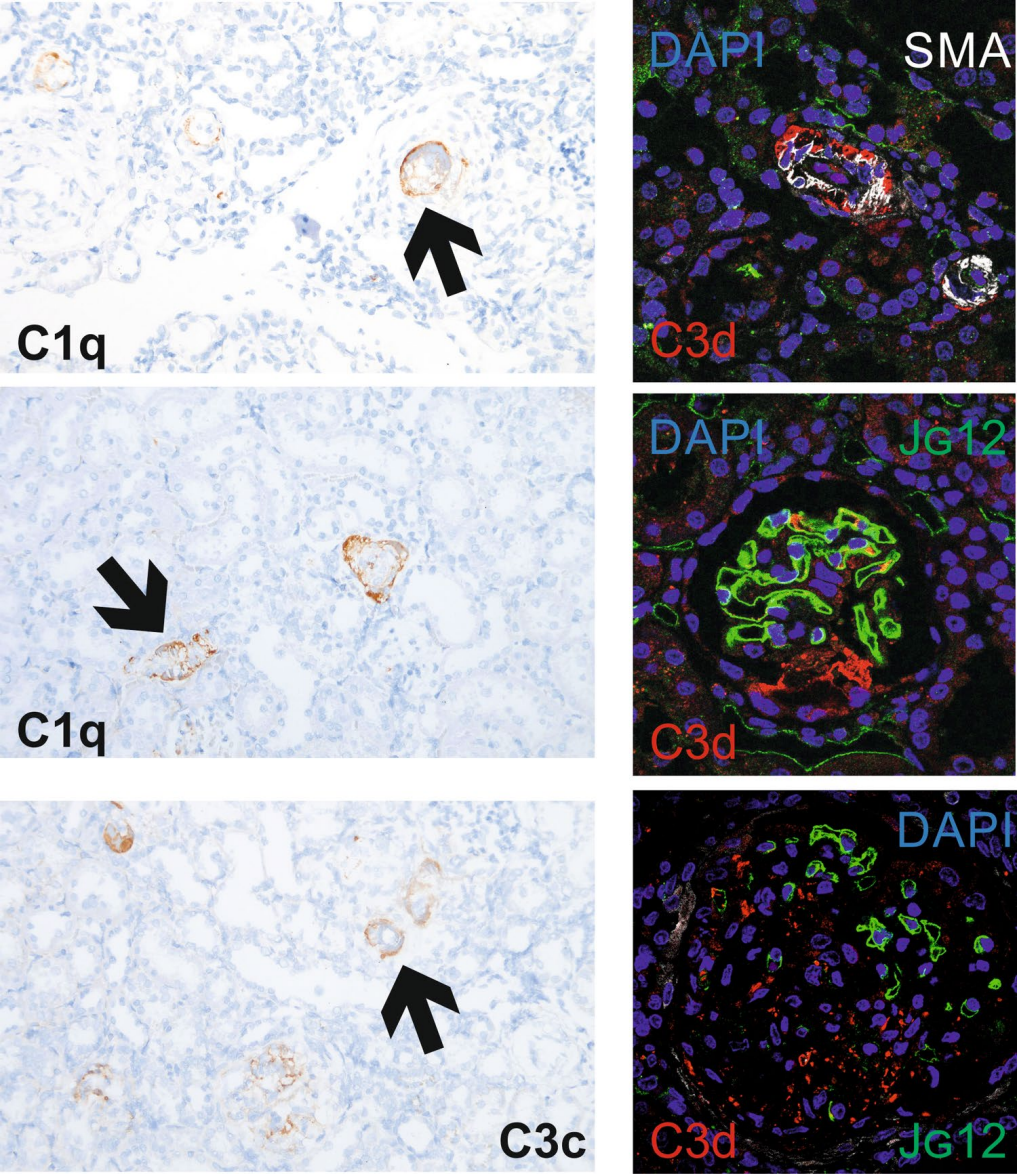
Exemplary photomicrographs of renal sections stained for C1q or C3c. Arrows point to stained vascular structures. Fluorescent stainings to localize complement deposition: Complement C3d (red) was co-stained with α-smooth muscle actin (white, detecting vascular smooth muscle cells) and endothelium of blood vessels (green, aminopeptidase P, see reference 45). Bar represents 50 μm

## Discussion

Malignant hypertension is a life-threatening disease. Its pathogenic background is still unclear, especially the factors which determine the development towards malignant or non-malignant hypertension. Apart from that, the transition from non-malignant to malignant hypertension might serve as a model to identify pathways leading to more extensive target organ damage in situations other than malignant hypertension.

In this context, we systematically compared gene expression patterns in our rat model of induced renovascular hypertension leading to the spontaneous development of malignant hypertension in some but not all animals, using RNA-seq. The objective was to detect candidate genes and pathways exclusively regulated under malignant hypertension, compared with non-malignant hypertensive rats. We focused on gene expression in the contralateral (not the clipped) kidney because this kidney displays the characteristic vascular lesions of malignant hypertension. We observed the most prominent upregulation of gene expression in functional pathways related to processes of inflammation and cell infiltration. This result did not come as a surprise, as an inflammatory response in kidneys exposed to high blood pressure has been well recognized for decades in this animal model [13, 19] as well as in other models [20, 21]. Nevertheless, our data point to a number of distinct pathways, which are upregulated in malignant hypertension.

Perhaps the most intriguing finding was the increased local expression of pathway components associated with complement activation. The similarity of renal vascular lesions observed in malignant hypertension to the ones seen in complement-mediated hemolytic-uremic syndrome has often been noted [22], and distinguishing between both diseases can be challenging in the clinical setting. Timmermans et al. [23] have reported that complement abnormalities may underlie at least a subset of patients with malignant hypertension, but this finding has not been corroborated by other authors [24]. In this regard, our model may be of interest because we found both complement activation and vascular lesions suggestive of thrombotic microangiopathy despite the absence of other triggers for complement activation except hypertension. Because the functional role of renal expression of complement factors relative to serum-derived factors (which we did not measure) is unknown, and as the complement cascade is characterized by numerous post-translational interactions of its components, we determined the renal deposition of factors C1 and C3 by immunohistochemistry. Both components were present in glomeruli and preglomerular vessels of malignant hypertensive rats.

Our findings contrast with some animals studies including the report of Cole et al. [25] who did not find an effect of complement C3 deficiency on angiotensin II-induced hypertension and hypertrophy in mice. On the other hand, Ruan et al. [26] described a crucial role of C5a for the vascular inflammation in mouse DOCA-salt hypertension, and Negishi et al. [27] reported that C3 contributes to salt-sensitive hypertension in spontaneously hypertensive rats. Finally, the group of Wenzel et al. [28, 29] described a functional role of the complement receptor C5aR1 for the development of kidney injury in a mouse model of angiotensin II-induced hypertension. Thus, the role of complement factors for hypertensive target organ damage remains controversial. Our results do not permit to distinguish between local complement activation and trapping of complement factors, but the localization of these factors, and their association with serious kidney injury, is compatible with a contribution of complement activity to the most severe forms of vascular and glomerular damage in malignant hypertension.

A number of chemokines known to attract mononuclear cells were induced by renovascular hypertension and even more increased in the malignant form of the disease, notably CCL2 and CCL7. This observation as well as the corresponding increase of M1 macrophage infiltration was to be expected from previous reports from the same model [13]. Others have previously shown that blockade or deficiency of CCL2 ameliorates mononuclear cell infiltration and target organ damage in renovascular or other forms of hypertension [30, 31]. These data are certainly compatible with a role for macrophage infiltration in the development of malignant hypertension, but the parallel increase of M2 macrophage infiltration should not be overlooked. Recent data from single-cell sequencing studies have described a far more complex typology of resident macrophage populations than our relatively crude CD68 (ED1) and CD163 stainings can resolve [32].

We did not observe a marked difference of T-cell infiltration between malignant and non-malignant hypertension, somewhat to our surprise. However, this absence of a difference should not be misunderstood to militate against the role of lymphocytes for the development of high blood pressure in angiotensin II-dependent forms of hypertension, an issue, which has attracted great interest in recent years [33–35]. We focused on the different organ damage between two courses of hypertension (malignant versus non-malignant) with similar blood pressure trajectories, not on the mechanisms leading to high blood pressure per se. Of note, our observations point to a possible role of one pathway involving T-cells that has so far received relatively little attention in the setting of hypertensive target organ damage: co-stimulation; the expression of both CTLA-4 and its binding partner CD80 was increased in malignant hypertension. Vinh et al. reported that inhibition or genetic ablation of co-stimulation prevented the development of experimental hypertension in mice [36]. We are not aware of further studies addressing the role of co-stimulation for target organ injury in established hypertension. One might speculate that the enhanced expression of CTLA-4 and CD80 in malignant hypertension could point to an ongoing specific immune response.

Further, we noted a markedly increased expression of the chemokine CXCL6, which is known to attract neutrophil granulocytes, accompanied by increased expression of E-selectin [37]. Therefore, we attempted to assess granulocyte infiltration by staining for MPO; MPO-positive cells were observed exclusively in kidneys from animals with malignant hypertension. However, some macrophages are also MPO-positive; and we could ultimately not resolve which part of MPO-positive cells were granulocytes versus macrophages. Most previous reports on the role of granulocytes in hypertension focus on circulating neutrophils [38], and neutrophil granulocytes can damage endothelial cells in vitro [39, 40].

Our study has several limitations. First, the study groups MH and NMH might also be regarded as two extremes of a continuous spectrum rather than two distinct clinical courses. Data obtained from PCA as well as the fact that the same intervention by 2K1C induces significantly different courses of pathology supports the classification of MH and NMH animals as two distinct categories. Furthermore, comparisons between two extremes of a spectrum might still point to pathways associated with more severe hypertensive damage. 

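On PC1, sham animals scored between -14.23 and -10.25 and MH animals between 5.74 and 23.76. The NMH animals scored between -12.38 and -6.95, except for NMH animal 101 at 9.13, which lay above MH animals 41 (5.74) and 59 (8.28). Distances to the group means over the 500 genes left each animal out of its own group's mean. NMH animal 101 was thus part of the NMH mean set against the other NMH animals. By this distance, all 5 sham and all 6 MH animals were nearest to their own group, whereas 2 of the 5 NMH animals were. Of the other NMH animals, animals 68 and 77 were nearest to the sham mean and animal 101 to the MH mean. In the plane of PC1 and PC2 the number was also 2 of 5, but animal 68 was nearest to its own group there and another NMH animal was nearest to sham. With NMH animal 101 left out, the difference in mean PC1 score between MH and NMH was 24.32, against 18.46 to 24.32 across all fits that each left out one animal. When all genes that passed filterByExpr were used instead of the 500, all NMH animals lay above all sham animals on PC2. Their scores there were 2.56 to 12.19 in NMH and -16.71 to 2.19 in sham animals. The paper allows that MH and NMH might be extremes of a spectrum, reasons from the PCA and from the different courses of pathology after the same intervention for their classification as distinct categories, and adds that a comparison of extremes might still point to pathways of more severe damage.

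**Figure D3:**
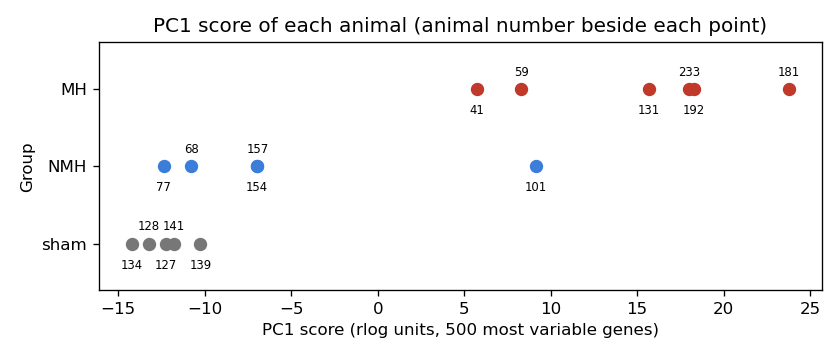
PC1 score of each animal (x axis, rlog units, 500 most variable genes) by group (y axis), with the animal number beside each point. NMH animal 101 at 9.13 lies within the range of the MH animals, and the other NMH animals lie between -12.38 and -6.95.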

Second, renal alterations in MH animals were only assessed at one time point. This does not allow to discriminate if the observed alterations are cause or effect of malignant hypertension. Our data are fully compatible with the notion of a threshold pressure which might trigger the observed transcriptional changes [5]. Blood pressure was measured by tail cuff during the course and intraarterially at the termination of the experiment, but not by radiotelemetry which might have provided more information. Data obtained by RNA-seq were confirmed by RT-PCR and immunohistochemistry, but no functional tests were performed. These tests will be necessary to clarify in further studies the pathogenic link and mechanistic background of renal damage and malignant hypertension. Further, end-organ damage under malignant hypertension was only examined in the kidney not in other organs also affected by malignant hypertension, e.g., the brain and heart. Finally, we performed bulk RNA-seq with RNA extracted from renal cortical tissue. Single-cell RNA sequencing which was not available to us might have provided more information on the cell infiltrate as well as on the question which pathways are activated in which specific cell type. Conversely, our focus on kidney cortical tissue will miss differential gene expression in kidney medulla. Nevertheless, our data point to potential therapeutic targets for malignant hypertension, especially with regard to the complement system.

## Material and methods

### Induction of renovascular hypertension

All procedures performed on animals were done in compliance with the DIRECTIVE 2010/63/EU of the European Parliament and were approved by the local government authorities (Regierung of Mittelfranken, AZ54-2532.1–51/12). Animal experiments were reported with adherence to the ARRIVE guidelines [41].

Rats were housed in a room maintained at 22 ± 2 °C, exposed to a 12 h dark/light cycle. The animals were allowed unlimited access to chow (#1320, Altromin, Lage, Germany) and tap water. Two-kidney, one-clip renovascular hypertension (2K1C) was induced in male Sprague–Dawley rats (Charles River, Sulzfeld, Germany) weighing 150–170 g by placing a silver clip of 0.2 mm internal diameter around the left renal artery through a flank incision under isoflurane anesthesia as previously described [15]. Control animals underwent sham operation without placement of the clip. Analgesia with subcutaneous buprenorphine injections was provided post-operatively in all animals and as needed later on.

### Experimental groups

Five weeks after clipping of the left renal artery, the experiment was terminated, animals were weighted, and renal tissue was studied for the presence of onion skin lesions and fibrinoid necrosis in all contralateral kidneys exposed to high blood pressure. Thirteen control animals underwent sham operation (sham). Fourteen animals were defined as malignant hypertensive (MH) and 13 as non-malignant hypertensive (NMH). The criteria used for the definition of malignant hypertension in this study (weight loss and characteristic vascular lesions) are described in detail elsewhere [14].

### Blood pressure measurements and determination of serum markers

Procedures of blood pressure measurements were described previously [14, 42]. In short, systolic blood pressure values were obtained by tail cuff measurements in trained rats 1, 1.5, 2, 3, 4, and 5 weeks after 2K1C using a peripheral blood pressure monitoring system (TSE Technical Scientific Equipment GmbH, Bad Homburg, Germany). At the end of the experiment, femoral artery catheters were implanted under isoflurane anesthesia for invasive blood pressure measurements. Measurements were performed in conscious animals via transducers connected to a polygraph (Hellige, Freiburg, Germany). Blood samples with a total volume of 2 ml were collected immediately before euthanasia. Serum creatinine, urea, and aldosterone were analyzed using the automatic analyzer Integra 800 (Roche Diagnostics, Mannheim, Germany).

### Tissue preparation and histological analysis

After organ weighing, kidneys were decapsulated. Both poles of each kidney were immediately snap frozen on liquid nitrogen for RNA extraction. One slice of the kidney was snap frozen for protein isolation, while another slice of the remaining kidney was put in Methyl Carnoy’s fixative (60% methanol, 30% chloroform, and 10% glacial acetic acid) for fixation. Paraffin-embedded tissue was sectioned and stained with periodic acid Schiff’s (PAS) reagent for detection of onion skin lesions and fibrinoid necrosis.

### RNA isolation

RNA was isolated from tissue samples after homogenization with a disperser (T10 basic Ultra-Turrax; IKA, Staufen, Germany) using the RNeasy Fibrous Tissue Midi Kit (Qiagen, Hilden, Germany). In this procedure, Proteinase K was used as well as DNase to remove genomic DNA. The entire process was carried out according to the manufacturer’s instructions.

### Whole transcriptome analysis (RNA-seq)

As reported previously, quality of isolated RNA samples was determined using the Agilent 2100 Bioanalyzer equipped with an Agilent RNA 6000 Nano kit and related software (Agilent, Santa Clara, CA) [43]. RNA integrity number (RIN) values of ≥ 5 were deemed suitable for analysis [44]. The RIN values of the samples were in a range from 6.5 to 10.5.

RNA-seq was performed in MH (*n* = 6), NMH (*n* = 5), and sham animals (*n* = 5). Sequencing libraries were generated from 0.5 ug high-quality RNA using the TruSeq Stranded mRNA Kit (Illumina, San Diego, USA) according to the manufacturer’s instructions. Libraries were sequenced on a HiSeq 2500 platform (Illumina, San Diego, USA) as 101 bp single-end reads to a depth of at least 25 million reads. Reads were converted to FASTQ format while masking adapter sequences (bcl2fastq v2.17.1.4, Illumina, San Diego, USA). Sequences mapping to rRNA, tRNA, mtRNA, and transposons were removed by alignment against a custom reference list (bwa v0.7.14, samtools v1.8). Remaining reads were mapped to the *Rattus norvegicus* reference genome Rnor 6.0, Ensembl gene annotation 93, using a splice-aware aligner (STAR v2.5.4a) and quantified as reads per gene while excluding exons shared between more than one gene (subread v1.5.3). Based on this quantification, differentially expressed genes were determined using the negative binomial model as implemented in DESeq2 (DESeq2 v1.20.0, R v3.5.0). Analysis was performed in the following groups: MH vs. NMH, NMH vs. sham, MH vs. [NMH + s ham], and [MH + NMH] vs. sham. 

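In MH vs. [NMH + sham], taken as MH against the mean of the NMH and sham groups, 1407 genes were differentially expressed at an adjusted p-value under 0.01 and a fold change of at least 2 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), of which 956 were higher and 451 lower in MH. The adjusted p-value alone was under 0.01 for 4639 genes. When only genes with at least 10 counts in every animal were tested, 921 genes were differentially expressed.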

Results from significance tests were corrected for multiple testing (Benjamini-Hochberg).

Raw data for RNA-seq are publicly available in the Gene expression Omnibus (GEO, NCBI) repository under the accession number (pending).

### Network and pathway analysis

In silico network and pathway analysis was performed using Ingenuity Pathway Analysis software, Version 52,912,811 (Qiagen, Hilden, Germany). Differentially expressed genes with log2 fold change (LFC) > ± 2 and a corrected *p* value < 0.01 were analyzed. By the comparison with the current Ingenuity knowledge base significantly altered networks, upstream regulators and central candidate genes were extracted.

### Immunohistochemistry

Tissue was processed as described previously [14]. In summary, three micron sections of renal tissue were cut with a Leitz SM 2000 R microtome (Leica Instruments, Nussloch, Germany). Endogenous peroxidase activity was blocked with 3% H2O2 in methanol for 20 min at room temperature. Antigen retrieval was performed using Target Retrieval Solution (TRS) (DAKO, Hamburg, Germany). For the primary antibody, an overnight incubation at 4 °C was chosen. Secondary antibodies were incubated for 2 h at room temperature. Antibodies against CD68 (ED1; AbD Serotec, Kidlington; UK 1:250), myeloperoxidase (MPO) (Abcam, Cambridge, UK; 1:50), CD3 (Abcam, Cambridge, UK; 1:50), CD4 (Cell signaling, Danvers, Massachusetts, USA; 1:50), CD8a (Abcam, Cambridge, UK; 1:50), CD163 (Abcam, Cambridge, UK; 1:50), C1q (Dako, Glostrup, Denmark; 1:75,000), and C3c (Dako, Glostrup, Denmark; 1:75,000) were used. Infiltration by inflammatory cells was assessed after staining with CD68 (M1 macrophages), MPO (neutrophil granulocytes, some macrophages), CD3 (T-lymphocytes), FoxP3 (regulatory T-cells), CD4 (T-helper cells), CD8a (cytotoxic T-cells), and CD163 (M2 macrophages) by counting the number of positive cells in 20 medium-power views (magnification × 200 on a Leitz microscope). Furthermore, in each kidney, 100–200 glomeruli were counted, and the number of C1q and C3c positive glomeruli was expressed as a percentage of the total number of glomeruli counted. All antibodies were used on paraffin-embedded tissue sections. For immunofluorescence stainings antibodies to α-smooth muscle actin (DAKO, Hamburg, Germany), aminopeptidase P (Invitrogen, Karlruhe, Germany) [45] and C3d (Abcam, Cambridge, UK) were applied, followed by secondary fluorescent antibodies: goat anti-mouse IgG1 conjugated with Alexa Fluor 488 (Dianova, Hamburg, Germany) and goat anti-mouse IgG2a conjugated with Alexa Fluor 633 (Life technologies GmbH, Darmstadt, Germany); sections were covered with autofluorescence quenching kit TrueView (Vector Laboratories, Burlingame, CA, USA) and analyzed using a confocal laser scanning microscope (LSM710) and ZEN software (both Zeiss, Oberkochen, Germany) All histological evaluations were done by a single investigator blinded to the group assignment.

### Real-time polymerase chain reaction (PCR) analyses

Renal and myocardial tissue was homogenized in RLT buffer reagent (Qiagen, Hilden, Germany) with an ultraturrax for 30 s, total RNA was extracted from homogenates by RNeasy Minicolumns (Qiagen) according to the manufacturer’s protocol, and real-time RT-PCR was performed. First-strand cDNA was synthesized with TaqMan reverse transcription reagents (Applied Biosystems, Darmstadt, Germany) using random hexamers as primers. Reactions without Multiscribe reverse transcriptase were used as negative controls for genomic DNA contamination. PCR was performed with an ABI PRISM 7000 Sequence Detector System and TaqMan or SYBR Green Universal PCR Master Mix (Applied Biosystems), as described previously [42]. All samples were run in triplicates. Specific mRNA levels in hypertensive animals relative to sham-operated controls were calculated and normalized to a housekeeping gene (18S) with the Δ-Δ-C_T_ method as specified by the manufacturer (http://www3.appliedbiosystems.com/cms/groups/mcb_support/documents/generaldocuments/cms_040980.pdf). Primer pairs used for experiments are shown in supplementary table 4.

## Statistics

Data are expressed as means ± standard error of the mean (SEM). Normality was tested using the Shapiro–Wilk test. Subsequently, to assess differences between sham, NMH, and MH animals, one-way analysis of variance (one-way ANOVA), followed by Bonferroni post hoc test or, where appropriate, Kruskal–Wallis, followed by Dunn’s test, was performed using IBM SPSS 21 (SPSS Inc. Chicago, IL, USA). Results were considered significant at *p* < 0.05. Pearson correlations were used to assess associations between selected molecular markers of inflammation and inflammatory cells. Strength of Pearson’s correlations was graded according to the following pattern: *r* = 0.0–0.19 “very weak,” *r* = 0.2–0.39 “weak,” *r* = 0.4–0.59 “moderate,” *r* = 0.6–0.79 “strong,” and *r* = 0.8–1.0 “very strong.” Statistical significance was set at *p*-values < 0.05 [46].

## Data availability statement

Raw data for RNA-seq supporting this study are publicly available in the Gene expression Omnibus (GEO, NCBI) repository at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE154019.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

# Supplementary material for: RNA sequencing reveals induction of specific renal inflammatory pathways in a rat model of malignant hypertension
**Source:** J Mol Med (Berl). 2021 Sep 15;99(12):1727–40. doi: 10.1007/s00109-021-02133-8
**Supplement:** Supplementary file 1 — Supplementary file1

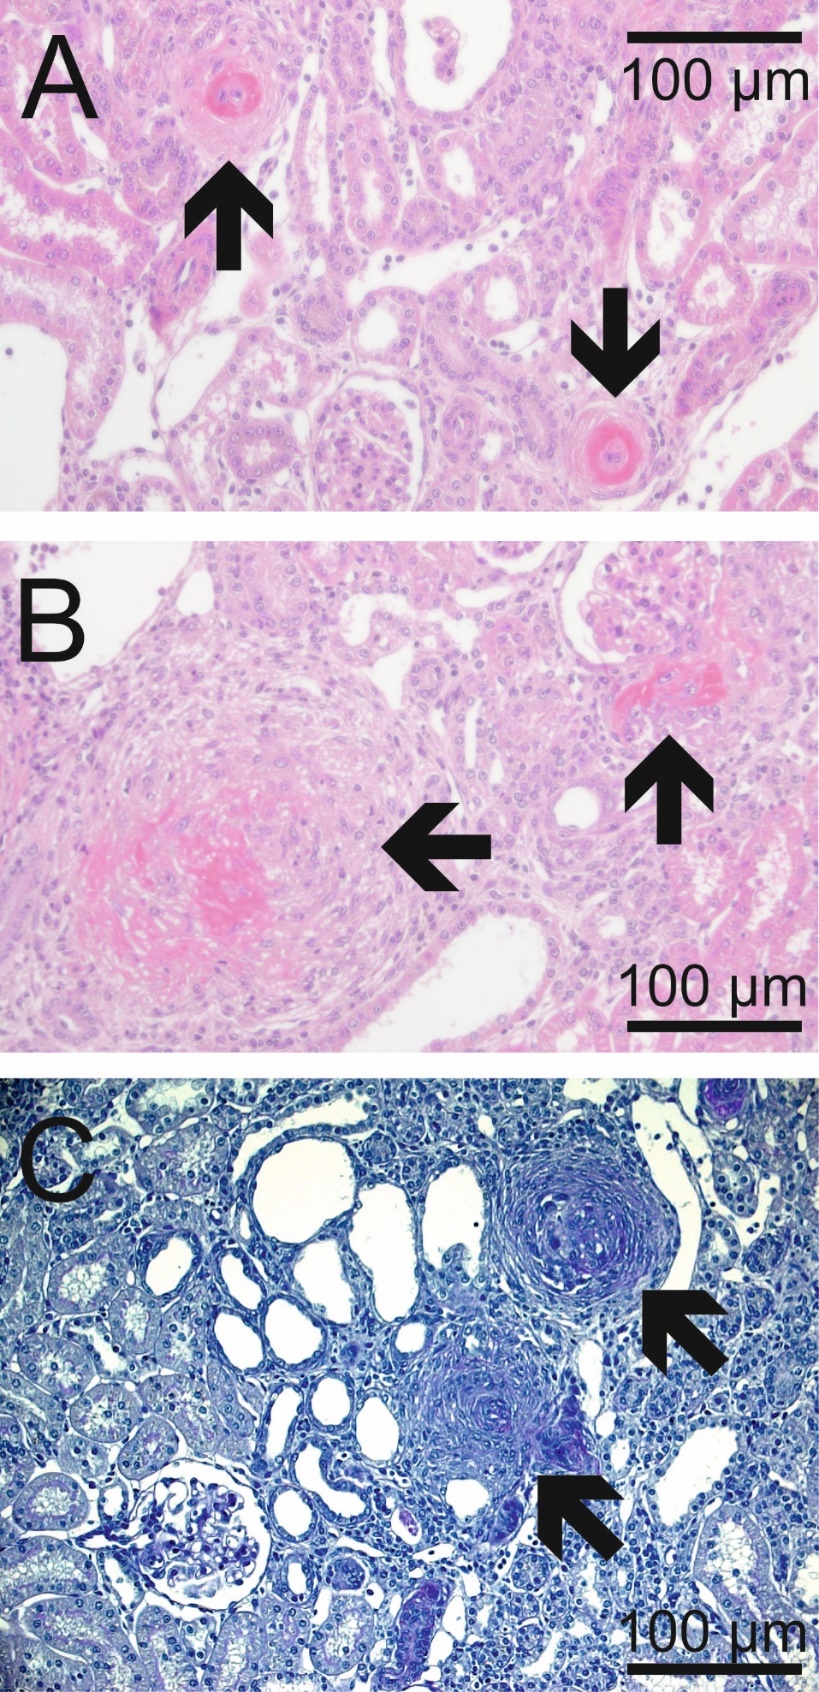

**Supplementary Fig. 1** HE or PAS-stained renal sections of animals with malignant hypertension A, B arrows point to fibrinoid necrotic lesions. C, arrows mark onion skin lesions. Bar represents 100 μm.

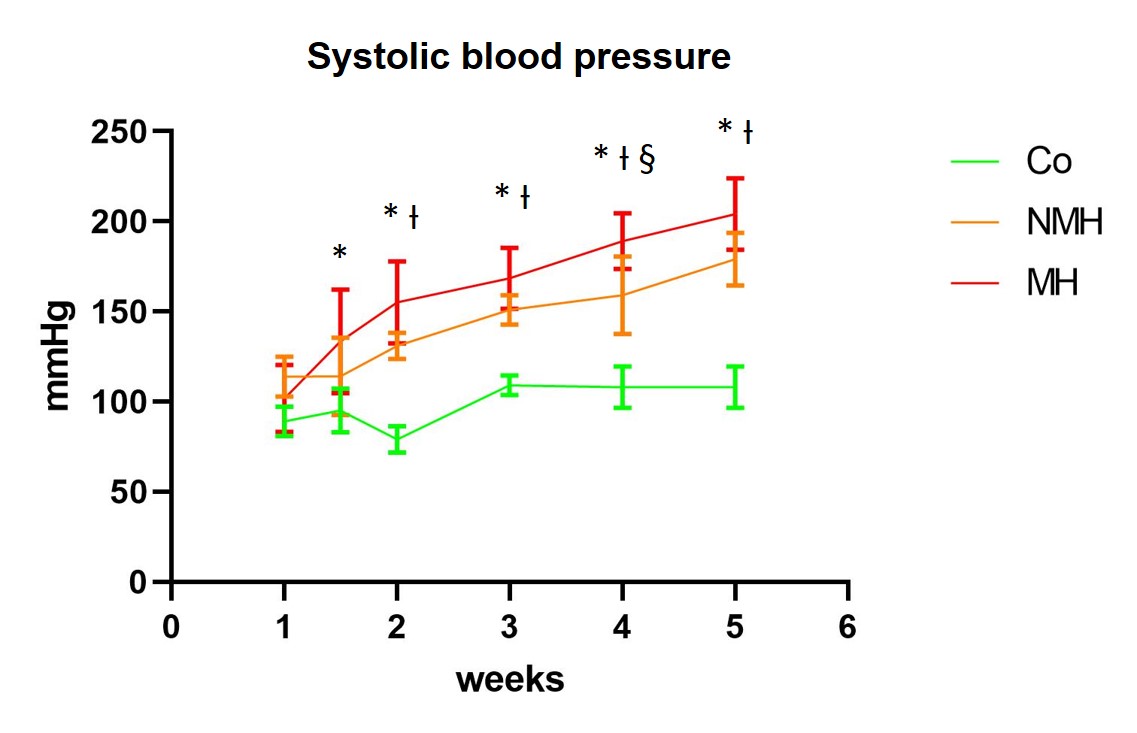

**Supplementary Fig. 2** Systolic blood pressure values obtained by sequential tail-cuff measurements. Sham, sham operated animals, NMH, non-malignant hypertension, MH, malignant hypertension. Data are means ± standard error of the mean. * p < 0.05 MH vs. sham, Ɨ p < 0.05 NMH vs. sham, § p < 0.05 MH vs NMH.

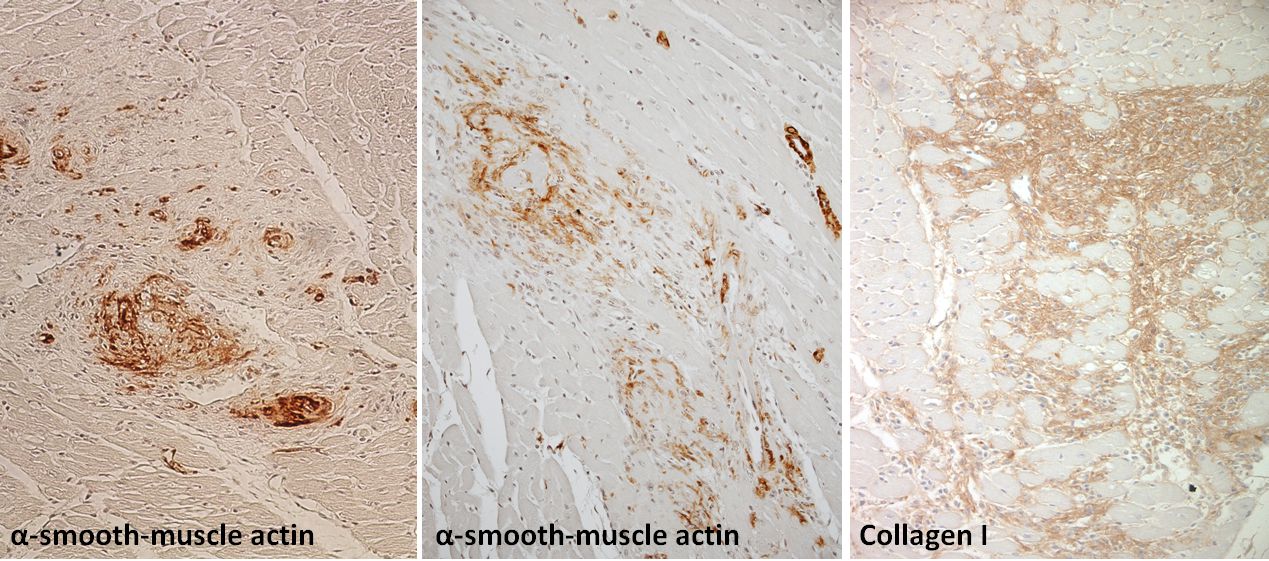

**Supplementary Fig. 3** Exemplary photomicrographs of the myocardium of malignant hypertensive animals stained for α-smooth muscle actin or collagen type !.

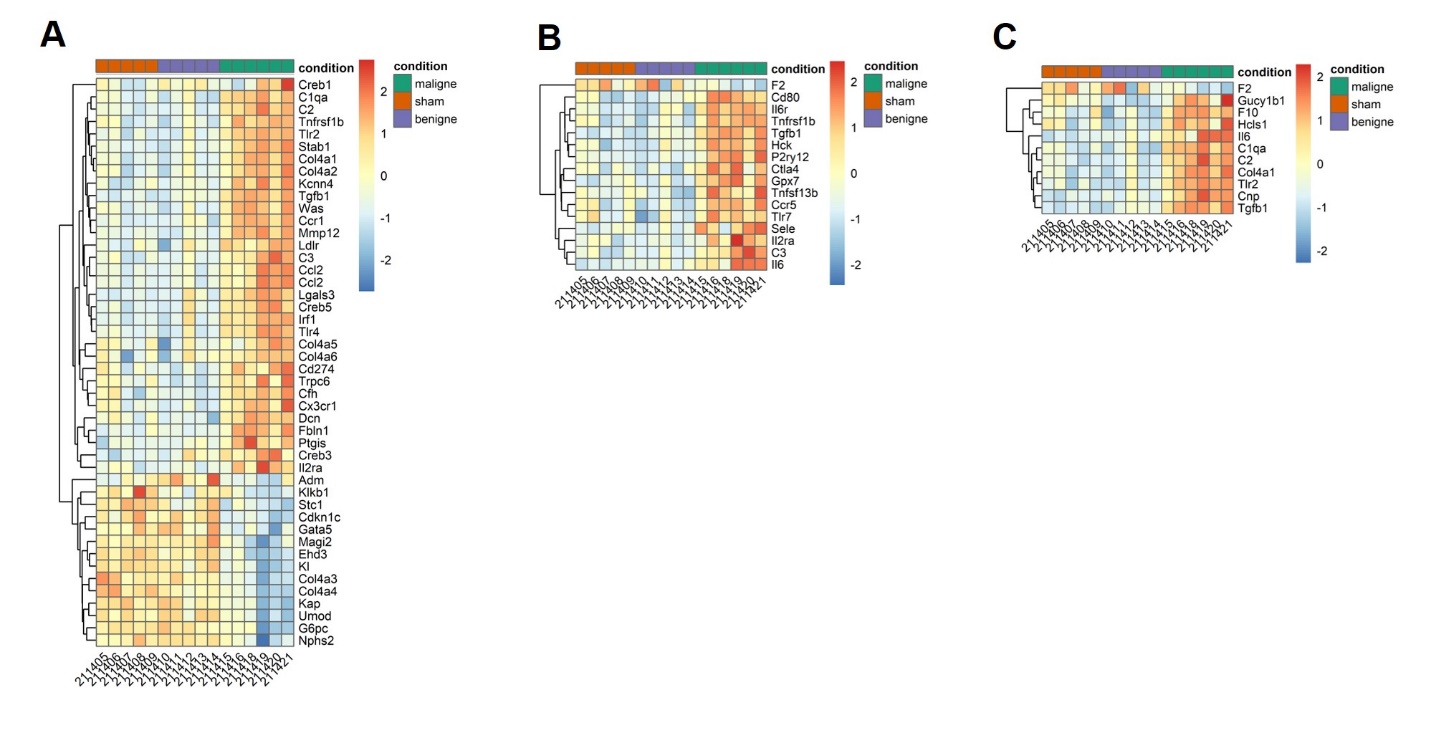

**Supplementary Fig. 4** Unclustered heat map analyses of normalized (rlog, DESeq2) expression values, centered and scaled by row. A, heat map with genes related to “glomerular disease”; B, heat map with genes related to “vasculitis”; C, heat map with genes related to “thrombosis”.

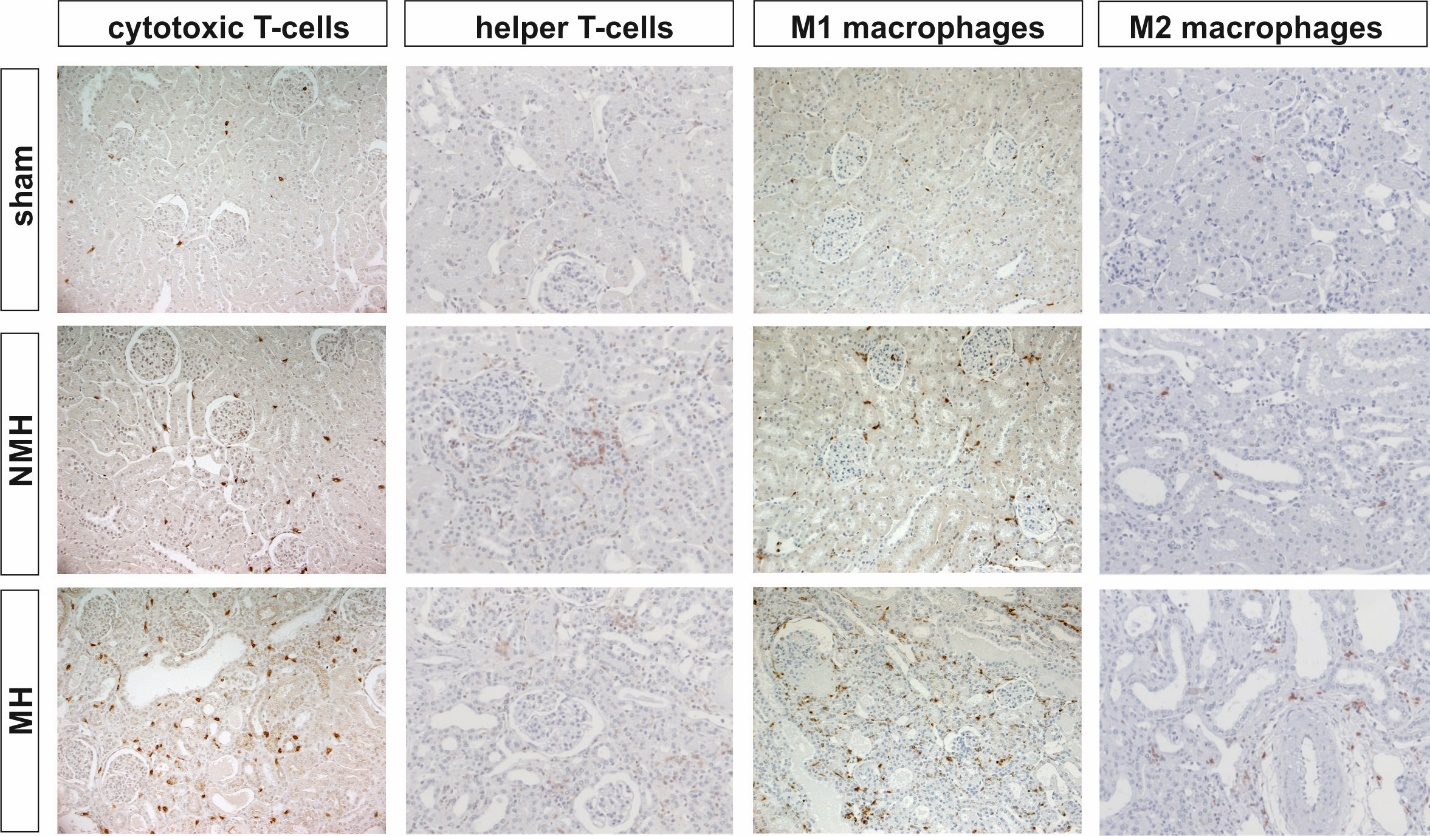

**Supplementary Fig. 5** Infiltration of cytotoxic T-cells, helper T-cells, M1 and M2 macrophages Exemplary photomicrographs of renal sections stained for CD8a, CD4, CD68 and CD163. Sham, sham operated animals, NMH, non-malignant hypertension, MH, malignant hypertension.

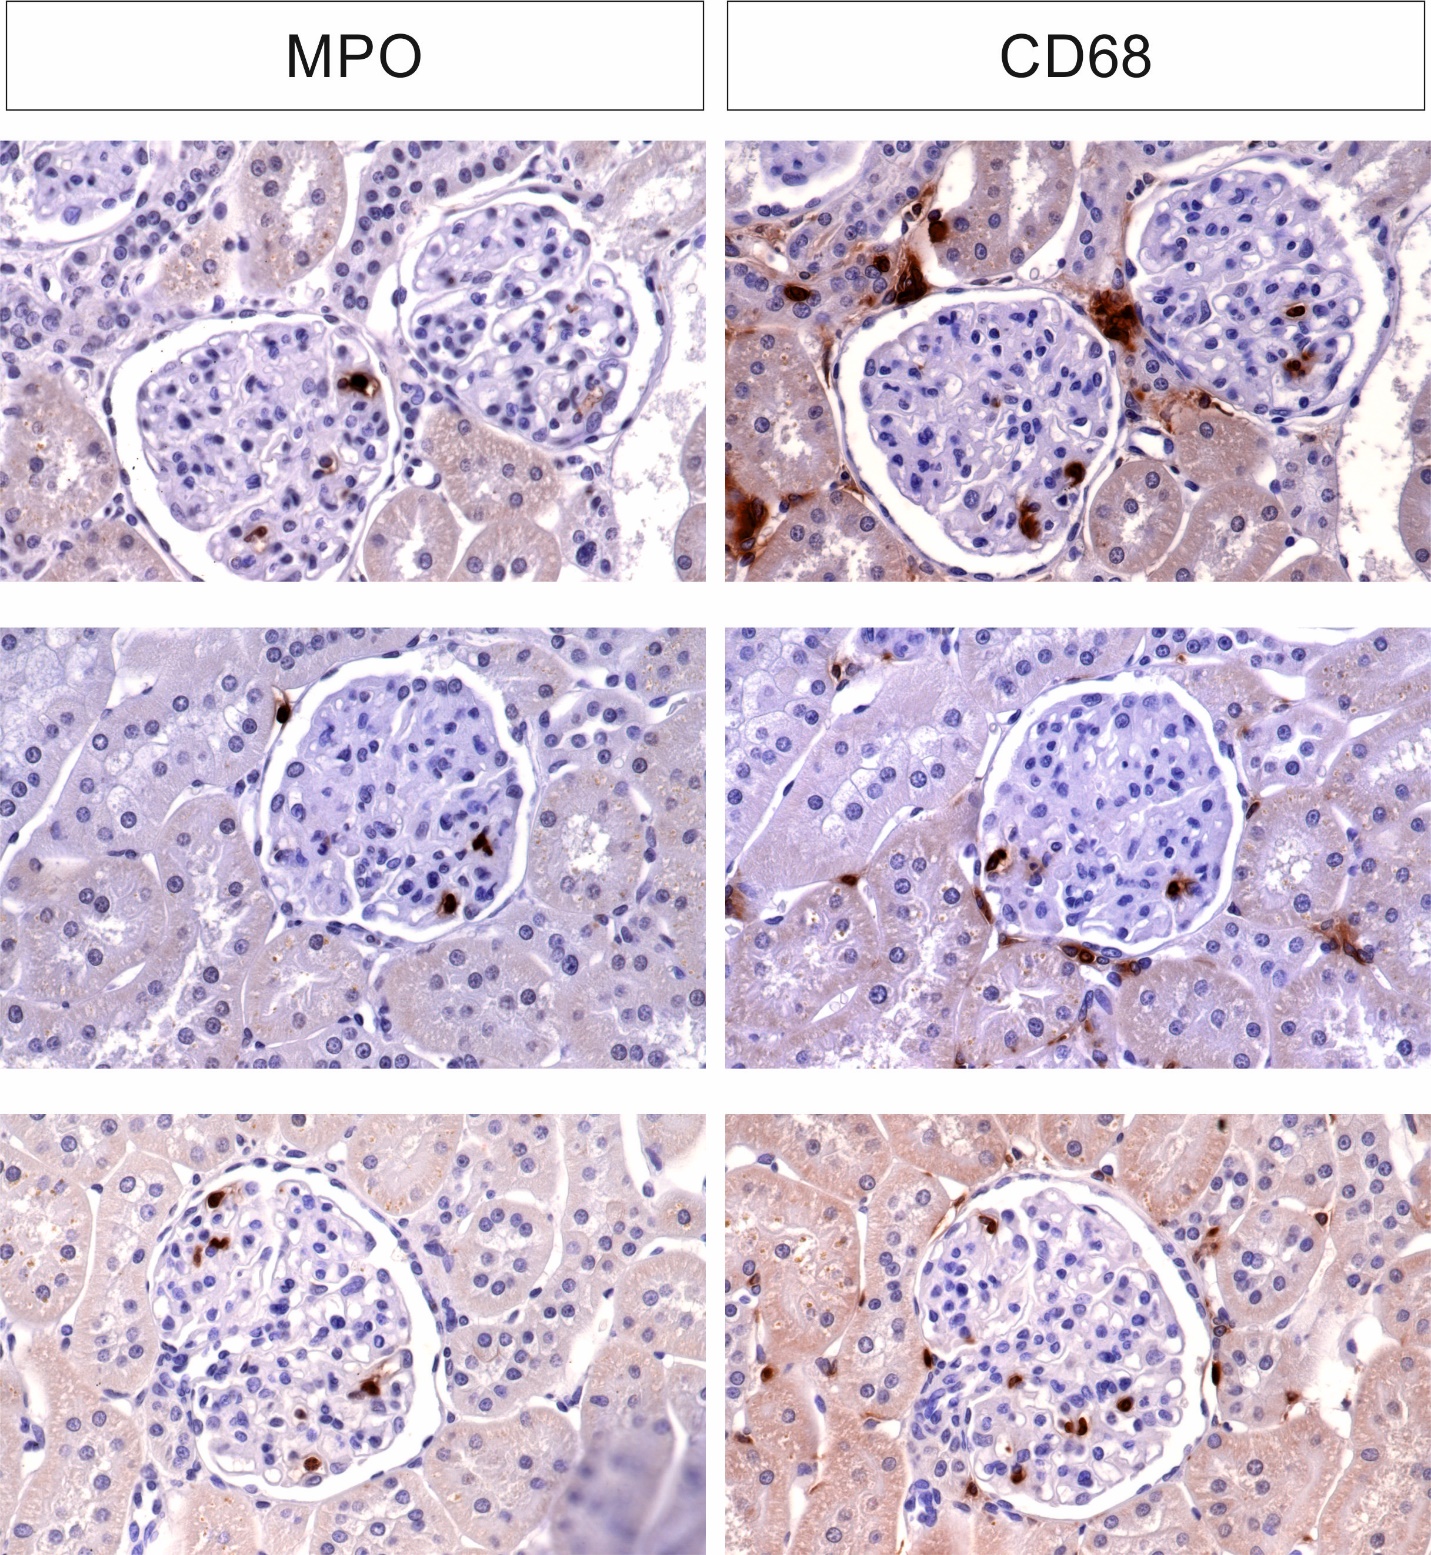

**Supplementary Fig. 6** Serial sections of renal cortical tissue stained for myeloperoxidase (MPO) or CD68.

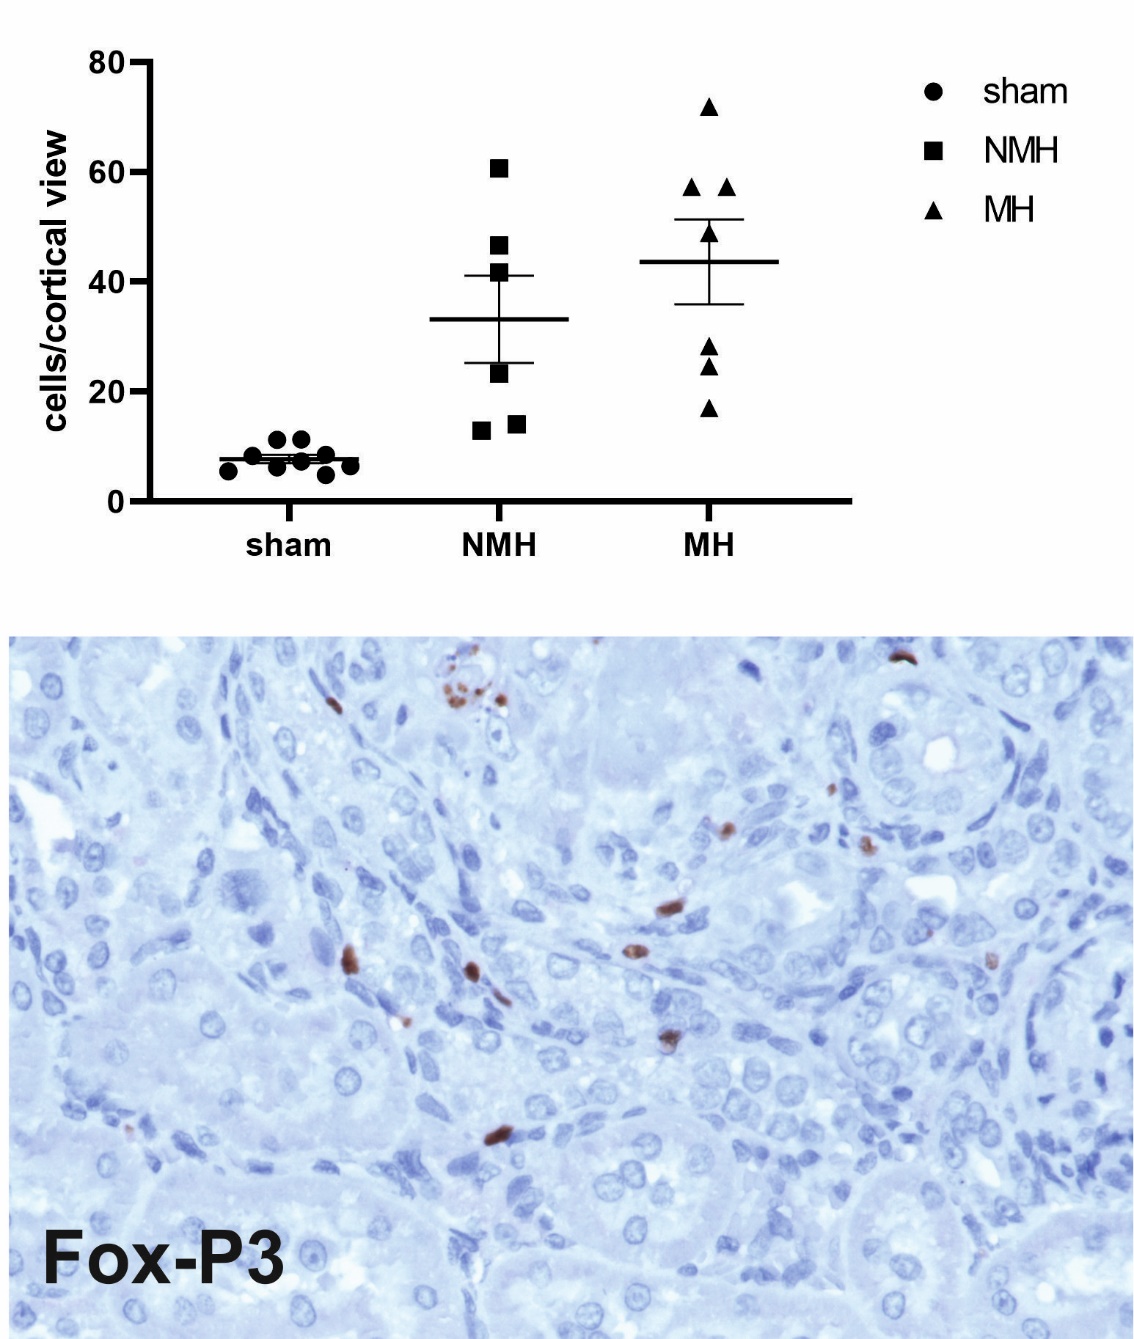

**Supplementary Fig. 7** Infiltration of regulatory T-cells. Evaluation of cell counts in renal sections and exemplary photomicrograph of FoxP3-stained cortical tissue. Sham, sham operated animals, NMH, non-malignant hypertension, MH, malignant hypertension.

# Supplementary material for: RNA sequencing reveals induction of specific renal inflammatory pathways in a rat model of malignant hypertension
**Source:** J Mol Med (Berl). 2021 Sep 15;99(12):1727–40. doi: 10.1007/s00109-021-02133-8
**Supplement:** Supplementary file 2 — Supplementary file2

**Supplementary table 1: Data from animals included in RNA-seq analysis**

|  | **Sham (n=5)** | **NMH (n=5)** | **MH (n=6)** |
| --- | --- | --- | --- |
| Weight [g] | 405.3±13.7 | 357.2±12.7 | 244.8±11.9 *^§^ |
| Right Kidney Weight [g] | 1.29±0.04 | 1.35±0.12 | 1.61±0.15 |
| Relative RKW [mg/g] | 3.12±0.08 | 3.81±0.41 | 6.25±0.59 *^§^ |
| Serum Urea [mg/dl] | 36.62±1.61 | 39.72±4.77 | 79.23±8.10 *^§^ |
| Serum Crea [mg/dl] | 0.19±0.02 | 0.21±0.01 | 0.33±0.04 *^§^ |
| Serum Aldosterone [pg/ml] | 245.3±58.6 | 1091.9±416.0 | 4453.4±1072.2 *^§^ |
| MAP [mmHg] | 119.5±1.7 | 192.0±6.4 * | 220.0±6.5 *^§^ |
| Left Ventricular Weight [g] | 0.80±0.03 | 1.06±0.04 * | 0.92±0.04 |
| Relative LVW [mg/g] | 1.98±0.03 | 2.98±0.18 * | 3.59±0.20 * |

* p-value < 0.05 versus sham, § p-value < 0.05 versus NMH

**Supplementary table 2: Urine analysis obtained from animals of an additional cohort kept in metabolic cages 24 hours before sacrifice**

|  | **Sham (n=9)** | **NMH (n=5)** | **MH (n=7)** |
| --- | --- | --- | --- |
| Albuminuria [mg/24h] | 0.48±0.28 | 35.4±10.6 | 109.9±19.4 *^§^ |
| Proteinuria [mg/24h] | 14.0±12.7 | 45.1±14.6 | 113.0±23.5 * |

* p-value < 0.05 versus sham, § p-value < 0.05 versus NMH

**Supplementary table 3: Correlation of markers of renal damage, inflammation and fibrosis with Complement C3 expression in 2K1C**

| **Complement C3** (mRNA expression) |  | |
| --- | --- | --- |
|  | **r** | **p-value** |
|  |  |  |
| **Serum creatinine** (mg/dl) | 0.75 | **0.001** |
| **Serum urea** (mg/dl)  **Mean arterial blood pressure** (mm Hg)  **KIM1** (mRNA expression)  **Cb4** (mRNA expression)  **C6** (mRNA expression)  **C5aR1** (mRNA expression)  **MPO-positive cells** (cells/view) | 0.83  0.16  0.79  0.88  0.62  0.79  0.73 | **< 0.001**  0.58  **0.001**  **< 0,001**  **0.013**  **<0.001**  **0.005** |
| **C1q stain** (% pos. glomeruli) | 0.94 | **0.005** |
| **C3c stain** (% pos. glomeruli) | 0.97 | **< 0.001** |

r = Spearman-Rho correlation coefficient r

Statistical significance was defined as p-value < 0.05

**Supplementary Table 4: List of primer pairs and probes used in the study**

|  | Forward | Reverse |
| --- | --- | --- |
| Complement C3 | 5‘-CAGCCTGAATGAACGACTAGACA-3‘ | 5‘-ACGTAGTCCACTCCAGGCTCA-3‘ |
| Complement C3aR1 | 5‘-ATCCCACCTCAGTGCTCTTGA-3‘ | 5‘-GTGTCAGCAGTGAAAGACTCCATT-3‘ |
| Complement C4b | 5‘-CCGAGTGGAGTATGGCTTCC-3‘ | 5‘-GATCTGCTGTCTTCTCGGAGAAC-3‘ |
| Complement C5aR1 | 5‘-CAGGAGAAGCCAGGACATG-3‘ | 5‘-TGATTTCACTGCTGTCGTTACTTATG-3‘ |
| Complement C6 | 5‘-GTCCAGCTGTTCTAAGTCCTGCA-3‘ | 5‘-TGTCTCTGTCTGCTCTGGGTTC-3‘ |
| CCL2 | 5‘-CCTCCACCACTATGCAGGTCTC-3‘  probe: 5‘-TCACGCTTCTGGGCCTGTTGTTCA-3‘ | 5‘-GCACGTGGATGCTACAGGC-3‘ |
| CCL3 | 5‘-TCCTGCCACCTGCAAATCTC-3‘ | 5‘-GCTACTTGGCAGCAAACAGCT-3‘ |
| CCL5 | 5‘-GTCGTCTTTGTCACTCGAAGGA-3‘ | 5‘-GATGTATTCTTGAACCCACTTCTTCTC-3‘ |
|  | probe: 5‘-CCGCCAAGTGTGTGCCAACCC-3‘ | |
| CCL7 | 5‘-GCCGCGCTTCTGTGTGT-3‘  probe: 5‘-CTGCTCACAGCTGCTGCTTTCACCG-3‘ | 5‘-TGGATGAATTGGTCCCATCTG-3‘ |
| CXCL3 | 5‘-TTTTGAGAACATCCAGAGCTTGAC-3‘ | 5‘-CTTGAGAGTGGCTATGACTTCTGTCT-3 |
| CXCL6 | 5‘-CACACTGCCACAGCATCGA -3‘ | 5‘-CAGCGTAGCTCCGTTGCAA-3‘ |
| CXCL8 | 5‘-CCTTCCTCATTTTTGCAGCTACTC -3‘ | 5‘-CATGTACGATCTGGGCCTGG-3‘ |
| CCR2 | 5‘-CTGTGTGGTTGACATGCACTTAGA -3‘  probe: 5‘-AGACTCTTGGAATGACACACTGCTGCGTTA-3‘ | 5‘-ACTCGGTCTGCTGTCTCCCTATAG -3‘ |
| IL-6 | 5‘-GCCCTTCAGGAACAGCTATGA-3‘  probe: 5‘-TCTCCGCAAGAGACTTCCAGCCAGTT-3‘ | 5‘-TGTCAACAACATCAGTCCCAAGA-3‘ |
| IL-10 | 5‘-GCTGTCATCGATTTCTCCCC-3‘ | 5‘-CCTGCTCCACTGCCTTGC-3‘ |
| IL-17a | 5‘-CACAAGCTCATCCCGTACCA-3‘ | 5‘-CAGGCACATGGATGGAATTCT-3‘ |
| LIF | 5‘-ACGGCAACCTCATGAACCA-3‘ | 5‘-TGTGTAATAGGAAATAAAGAGGGCAT-3‘ |
| TNF-α | 5‘-ATGGGCTCCCTCTCATCAGT-3‘ | 5‘-GCTTGGTGGTTTGCTACGAC-3 |
| ICAM-1 | 5‘-GGGCCCCCTACCTTAGGAA-3‘ | 5‘-GGGACAGTGTCCCAGCTTTC-3 |
| VCAM-1 | 5‘-TGTGGAAGTGTGCCCGAAAT-3‘ | 5‘-TGCCTTGCGGATGGTGTAC-3 |

How the deposited data were processed for this re-analysis (not part of the article)

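RNA-seq data were used from the non-clipped right kidney of 6 MH, 5 NMH and 5 sham rats, taken 5 weeks after surgery, with 1 library per animal. The authors deposited 1 table of counts of reads per gene for all animals, without normalization. To make these counts, the authors sequenced stranded mRNA libraries as 101 bp single-end reads, masked adapters, removed sequences mapping to rRNA, tRNA, mtRNA and transposons with bwa, mapped the remaining reads to the rat genome Rnor 6.0 with STAR and counted them per gene with subread, leaving out exons shared between more than one gene. Animals were assigned to groups by their labels and the numbers of animals in the paper. The table holds 32883 genes, of which 37 are mitochondrially encoded.

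Total counts on genes ranged from 13544540 to 23147618 per animal, so the floor of 3 counts is 1.3e-05% to 2.21e-05% of an animal's counts. Intervals and floors cover counting error only. For the genes given by ID, a fold change against a group whose animals all had 3 counts or fewer is given as a lower bound against that floor. Ranges and medians of log2 fold changes over many genes are of fitted values, without this floor. Libraries of the same group were compared in 35 pairs. Their chi-square per degree of freedom was between 14.4 and 132.9, so no pair differed by so little that it was counted as 1 library.

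Differential expression was tested in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the groups given (14303 genes), scaled by TMM, and tested with glmQLFit and glmQLFTest in 1 fit of all 16 animals in 3 groups, with p-values adjusted by the Benjamini-Hochberg method over all genes tested. Genes were counted as differentially expressed at an adjusted p-value under 0.01 and a fold change of at least 2 in either direction, the thresholds of the paper. [MH + NMH] vs. sham and MH vs. [NMH + sham] used the mean of the joined groups with a weight of 0.5 each. Standard errors of log2 fold changes were computed from the fold change and its F statistic. Normalized CPM uses the TMM factors. PCA used rlog values from DESeq2 1.42.0 of the 500 most variable genes, since the paper's text does not name the number of genes for Fig. 3. Single values were compared between groups with two-sided exact permutation tests of the difference in means.

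The steps were tested on simulated data drawn from the means and library sizes of the real animals. Between sham and MH, 200 genes were changed by known fold changes, all larger than 2 in either direction. Genes with the lowest expression were not among them. Only MH vs. sham was scored, so recovery of the smaller changes between MH and NMH is not known. The edgeR step found 190 of the 200 changed genes and 0 of the 13990 unchanged genes among 14190 tested. DESeq2 found 192 and limma voom 188 of the 200 changed genes, with 2 and 0 unchanged genes.

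Alternatives were DESeq2's Wald test, limma 3.58.1 voom with sample quality weights, RLE and upper quartile normalization, other filters on low counts, a fit with only the animals of the groups compared, joined groups as 1 group, edgeR's glmTreat, the adjusted p-value alone, other transformations and gene sets for the PCA, and leaving out each animal in turn. Library size alone, a table without the mitochondrially encoded genes, a DESeq2 test with joined groups and a PCA on all genes of the table were added after seeing the data.

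The genes to be named were set by a rule: every gene the paper names, and the 5 genes with the largest rise and the 5 with the largest fall among those differentially expressed between MH and NMH whose values in all MH animals lay on one side of all NMH animals. The files give Ensembl IDs and do not pair them with gene names. The reference table used here has another genome build, and 0 of the Ensembl IDs matched in its 47357 genes. Genes are therefore given by ID, the first 2 in each direction only. For the same reason the genes of the heat maps, the complement system, the cell markers and the RT-PCR were not analysed here, and the pathway analysis, which needs gene names, was not repeated.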

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

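All tests of explanations in this part were chosen after the result was seen. In 36 groups of animals (each measure within sham, NMH or MH), the animal farthest from the others was compared with the spread of its group, and 3 groups held an animal farther away than Dixon's 95% critical value allows. By chance about 1 in 20 groups would, which is 1.8 of the 36, so the number of such animals is close to what chance gives. The 2 entries for NMH animal 101 are not independent, since both follow the same genes.

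NMH animal 101 had a PC1 score of 9.13, and the nearest other NMH animal had -6.95. The gap was 0.747 of the range of the NMH group, above the critical value of 0.71 for 5 animals. The same animal stood apart on a scale set by the genes differentially expressed between MH and sham, where the mean of the sham animals is 0 and that of the MH animals is 1. It scored 0.752 there, and the nearest other NMH animal scored 0.267, a gap of 0.782 of the range. A mislabelled MH animal is a candidate explanation, since 0.752 lies within the range of the MH animals (0.619 to 1.31). Against it, 24.3% of its counts were on mitochondrially encoded genes, above the 10.8% to 21.3% of the MH animals. Library size is not a candidate, because its 18859500 total counts lay within the range of the other NMH animals. Gene length had little part in it. Across genes, which are not independent replicates, the difference of animal 101 from the other NMH animals followed exonic length with a Spearman rho of 0.0675 and the log2 fold change of MH vs. sham with a rho of 0.677. An NMH animal on its way to MH may also give these values, but the animals were studied at a single time point, and this cannot be told apart from a mislabelled sample with the counts alone.

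ENSRNOG00000004918 had 1.31 normalized CPM in NMH animal 68, and the nearest other NMH animal had 0.415, a gap of 0.751 of the range of the NMH group. The gene was lower in MH than in NMH with an adjusted p of 0.00822 (edgeR's quasi-likelihood test), and without NMH animal 68 the log2 fold change was -1.77 and the adjusted p 0.025. Leaving out the highest NMH animal must shrink the fall, and 7 other fits that left out one animal also gave an adjusted p above 0.01 (0.0101 to 0.0191), so the loss is not specific to this animal. Over all 18 alternatives the log2 fold change lay between -2.84 and -1.77, and the largest adjusted p was 0.025. With 2 to 19 counts per NMH animal, the depth limits what can be said of this gene, and no biological explanation was tested.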

How the results depend on the processing

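Library size alone, the table without mitochondrially encoded genes, the DESeq2 test with MH and NMH as 1 group and the PCA on all genes of the table were chosen only after the results were seen. All other alternatives were set before the data were examined. For the results that moved, the cause was not tested.

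The differentially expressed genes of MH vs. NMH numbered 822, with 587 higher and 235 lower in MH. RLE normalization, upper quartile normalization and a filter that asked only for a count in at least 1 animal gave 831, 830 and 817 genes. DESeq2's Wald test gave 1135 genes, 819 of them among the 822, and limma voom gave 1210, 792 of them among the 822, all in the same direction. With DESeq2 the genes lower in MH numbered 370, the genes with an absolute log2 fold change above 2 numbered 236 instead of 155, [MH + NMH] vs. sham gave 594 genes instead of 387, and NMH vs. sham gave 43 instead of 0. With limma voom 374 genes were lower in MH and 1 gene differed between NMH and sham. When only the animals of the groups compared were fitted, 437 genes differed between MH and NMH (355 higher, 82 lower), 82 had an absolute log2 fold change above 2, and 1 gene differed between NMH and sham. With at least 10 counts required in every animal, 46 genes had an absolute log2 fold change above 2, [MH + NMH] vs. sham gave 248 genes, and MH vs. [NMH + sham] gave 921 instead of 1407. With MH and NMH animals as 1 group, 5 genes differed from sham with edgeR, 0 of them shared with MH vs. NMH, so that all 822 genes were found in MH vs. NMH only. DESeq2 with the same joined group found 486 genes, 249 of them shared. A test of the fold change against 2 (edgeR's glmTreat) left 3 genes in MH vs. NMH and 155 of 1540 in MH vs. sham, and the adjusted p-value alone gave 2155 and 4068. A log2 fold change of at least 1 in place of above 2 gave 822 genes for the pathway analysis.

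The scaling mattered for the direction. With library size alone, the median log2 fold change of MH vs. NMH over all genes was 0.31 instead of about 0, and 1363 genes were differentially expressed, 1250 higher and 113 lower (91.7% higher instead of 71.4%). Under this setting 253 genes had an absolute log2 fold change above 2, and [MH + NMH] vs. sham gave 607 genes. By comparison, TMM, RLE and upper quartile scaling gave 71.4%, 71.1% and 75.2% higher. The genes differentially expressed between MH and NMH only numbered 639, and 480 to 942 under the alternatives other than leaving out an animal.

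Leaving out one animal at a time gave 503 to 1426 genes for MH vs. NMH, 390 to 961 of them higher and 104 to 465 lower. It gave 83 to 327 genes with an absolute log2 fold change above 2, 385 to 1206 genes found in MH vs. NMH only, 70 to 528 genes for [MH + NMH] vs. sham and 0 to 3 genes for NMH vs. sham. The highest count for MH vs. NMH came without NMH animal 101, and 807 of the 822 genes were among these 1426. For MH vs. sham the counts were 1222 to 1841, all within 1.5 times the count of all animals.

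Beside the 0 genes of NMH vs. sham stood 2189 genes with an unadjusted p-value under 0.05. The difference of 20.55 between MH and NMH on PC1 kept its direction and its side of 0.05 under all PCA settings run, with values of 24.51 to 38.73 under other transformations and gene sets and 18.46 to 24.32 with one animal left out. The difference between NMH and sham animals on PC2 passed 0.05 when all genes that passed filterByExpr (15.4) or all genes of the table (15.61) were used instead of the 500 most variable, and not under the other settings run. The difference between NMH and sham animals on PC1 (exact p = 0.0556) passed 0.05 with vst, with edgeR's log2 CPM and with all genes that passed filterByExpr, and not with the 1000 most variable genes or all genes of the table. Of the 4 genes given by ID, ENSRNOG00000008575, ENSRNOG00000010253 and ENSRNOG00000026577 kept an adjusted p-value under 0.01 under the 14, 19 and 18 alternatives that tested them (largest 0.00783, 0.00428 and 0.00257). ENSRNOG00000004918 lost it in 8 fits that left out an animal. The filter on low counts removed ENSRNOG00000008575 from all but 6 of the 11 fits that left out an MH or NMH animal, ENSRNOG00000026577 and ENSRNOG00000004918 from the fit with only the animals of the groups compared, and all 4 where at least 10 counts were required in every animal.

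No paired analysis was possible because the animal numbers are not shared between groups. The alternatives for the complement set, the heat map genes and clusters, the RT-PCR ratios, the cell marker genes and the other genes the paper names were not run, since they need gene names.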

Differences from the paper's values

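Library size alone, the table without mitochondrially encoded genes and the DESeq2 test with MH and NMH as 1 group were chosen only after the results were seen. The paper reports 370 genes downregulated in MH compared to NMH, and edgeR's quasi-likelihood test gave 235. Of the alternatives run, 5 came within 1.5 times the paper's value. Among those set before the data were examined, these were DESeq2's Wald test with 370 genes, limma voom with 374, and the fits without NMH animal 101 (465), MH animal 41 (451) and MH animal 59 (275). RLE and upper quartile normalization (240 and 206), the other filters on low counts (227 and 171), the fit with only the animals of the groups compared (82) the other fits with one MH or NMH animal left out (104 to 153) and the fits with one sham animal left out (197 to 225) did not, nor did the settings chosen after seeing the values, which gave 226 without the mitochondrially encoded genes and 113 with library size alone.

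The paper states at least 25 M reads per library, and the library with the fewest counts on genes held 13.5 M. The first is a number of sequenced reads and the second a number of reads assigned to genes, and no alternative bears on it.

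DESeq2 is the tool that the paper's methods name, and with it the other counts of MH vs. NMH were those of the paper as well, 1135 genes in all, 765 of them higher, against 587 with edgeR. The paper's 886 genes regulated in MH vs. NMH only were reached when DESeq2 compared MH and NMH animals as 1 group with sham, a setting chosen after seeing the values, which gave 886 genes in MH vs. NMH only, 249 in both comparisons and 237 in [MH + NMH] vs. sham only. Fig. 1, read by eye, shows about 250 and about 240 for the last 2, and edgeR gave 639, 183 and 204. Fig. 3, read by eye, gives about 57% of the variance on PC1 and about 8% on PC2. With the 500 most variable genes these were 68.1% and 7.40%, and with all genes that passed filterByExpr 57.4% and 7.96%.

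The paper describes a separate cluster for each of the 3 groups in the PCA. Over the 500 most variable genes, 2 of the 5 NMH animals were nearest to the mean of their own group. For the NMH animals other than 101, that mean included animal 101. Nearest groups were not counted for other gene sets. With all genes that passed filterByExpr, NMH animals lay at 2.56 to 12.19 on PC2, all above the sham animals at -16.71 to 2.19. The difference in means there had p = 0.00794 (two-sided exact permutation test). NMH animal 101 lay among the MH animals on PC1 under each of the PCA settings that included it. The methods describe the removal of mtRNA sequences, and the 37 mitochondrially encoded genes held 10.8% to 29.3% of the deposited counts of an animal. For the pathway analysis the methods give a log2 fold change filter that 155 genes passed with edgeR and 236 with DESeq2, and Table 1 lists terms with more molecules than either count. Without that filter, at a log2 fold change of at least 1, edgeR gave 822 genes and DESeq2 1135.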

Other observations

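All tests in this part were chosen after the result was seen.

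Mitochondrially encoded genes took a smaller share of the counts in MH. The share was 15.1 ± 4.10% (SD, n = 6) in MH and 26.5 ± 2.74% (SD, n = 5) in NMH, and all 6 MH animals lay below all 5 NMH animals (exact permutation test, p = 0.00433). Of the 19 such genes tested, 18 were lower in MH, 10 of them with an adjusted p-value under 0.01 (edgeR), and 1 was higher. The direction held under TMM, RLE and upper quartile scaling and with library size alone, each with 18 of 19 genes lower and with median log2 fold changes of -1.11, -1.11, -1.08 and -0.82. The paper does not report this. A difference in library size is not a candidate explanation, since total counts did not differ between MH and NMH (exact permutation test, p = 0.331). Without the mitochondrially encoded genes 810 genes differed between MH and NMH, all of them among the 822. With 19 such genes tested and TMM scaling in place this count could hardly have moved, so it does not settle whether the share bears on the number of differentially expressed genes. The authors removed reads aligned to mtRNA before counting, and how much of the remaining share depends on that step could not be tested from the counts. A lower mitochondrial content of MH kidneys may be behind the difference, and it cannot be told apart from an uneven removal.

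Within the 6 MH animals the share fell with the animal number. Pearson's r was -0.959 (exact permutation p = 0.00278, 0.0139 after Benjamini-Hochberg adjustment over 5 relations) and Spearman's rho -0.943 (p = 0.0167, exact permutation, adjusted 0.0835). Without the 2 animals farthest from the median animal number, r was -0.913. PC1 rose as the share fell, with r = -0.912 (exact permutation p = 0.0111, adjusted 0.0278), rho = -0.829 (exact permutation p = 0.0583, adjusted 0.146) and r = -0.926 without the 2 farthest animals. The relation of animal number with PC1 (r = 0.873, exact permutation p = 0.0278, adjusted 0.0463; rho = 0.771, p = 0.103, adjusted 0.172) rests on the 2 farthest animals, since r was 0.247 without them. Total counts were not related to PC1 beyond chance (r = -0.721, exact permutation p = 0.122, adjusted 0.152; rho = -0.429, p = 0.419, adjusted 0.419). The labels give no batch. An effect of the order of the animals on all groups is not a candidate explanation. In the 10 sham and NMH animals the share did not fall with the animal number (r = 0.257, permutation p = 0.463, adjusted 0.463; rho = 0.442, permutation p = 0.204, adjusted 0.255; r = 0.682 without the 2 farthest animals). The numbers of all 10 lie between the lowest and the highest number of the MH animals, and their shares of 23.0% to 29.3% lay above those of all MH animals. An order within MH alone cannot be told apart from a difference in severity between MH animals by the correlation of -0.959.

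NMH animals lay between sham and MH. On the scale of 0 (sham) to 1 (MH) set by genes differentially expressed between MH and sham, with each sham or MH animal left out of the choice of genes for its own score, sham animals scored 0.0380 ± 0.0408 (SD, n = 5), NMH animals 0.303 ± 0.258 (SD, n = 5) and MH animals 0.971 ± 0.248 (SD, n = 6). All 5 NMH animals scored above all 5 sham animals, with a difference of 0.265 (exact permutation test, p = 0.00794, the smallest this design allows). Without NMH animal 101 the difference was smaller, 0.153, and with library size alone it was 0.229. No NMH animal fell below a sham animal in either case, but the smallest possible p cannot show how firmly, and with library size alone the lowest NMH animal (0.0854) was barely above the highest sham animal (0.0826). NMH kidneys may share part of the MH expression pattern, as a hypothesis found and tested on the same animals; a different mix of cells in the tissue was not tested.

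Other splits of the animals into groups of the same sizes were fitted, 100 for each result with the real one included. As many genes as in MH vs. NMH were found in 2 of the 100 splits, the real one included. The other split, with 1012 genes, set 5 of the 6 MH animals against the 5 NMH animals and MH animal 41, so it nearly mirrors the real one. The count of genes higher in MH was reached in 1 split, that of genes lower in MH in 2 splits, that of genes with an absolute log2 fold change above 2 in 2 splits, and that of genes in MH vs. NMH only in 2 splits. For MH vs. sham and for MH vs. [NMH + sham] it was 1 split each, and for [MH + NMH] vs. sham 2 splits. The other one, with 770 genes, put NMH animal 101 and 4 MH animals in the place of sham, so it set mostly MH animals against the rest.

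NMH and sham animals differed by more than the 0 genes past the thresholds show. The 2189 genes with an unadjusted p-value under 0.05 were reached in 1 of 100 splits, the real one, with a median of 586 and a highest count of 2126 in the others. DESeq2's 43 genes were also reached in 1 of 100 splits, and no other split gave more than 18. All 43 had an unadjusted p-value under 0.05 with edgeR, 39 were also differentially expressed between MH and sham, and 21 genes were found by DESeq2 without NMH animal 101.

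Genes upregulated in MH compared to NMH lay next to each other on the chromosome more often than by chance. Among 14274 pairs of neighbouring tested genes, both were upregulated in 61, where 23.98 were expected from 10000 shuffles (permutation p = 1e-04, the smallest they can give). Overlapping genes, whose reads could be shared, do not account for this, since the ratio was 2.58 (59 pairs against 22.89) for pairs that do not overlap. With genes shuffled only within 10 groups of similar expression level it was 2.53. Pairs of downregulated genes gave 14 against 3.64 for pairs that do not overlap (permutation p = 2e-04). Neighbours that arose by duplication may share reads or regulation, and sequence similarity was not tested, so this pattern cannot be told apart from reads shared by similar genes.

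Upregulated genes were more frequent on chromosome 13, with 39 of 473 tested genes (8.25%) against 3.96% on the other chromosomes (Fisher's exact test, p = 4.42e-05, 0.00186 after Benjamini-Hochberg adjustment over 42 tests). Chromosome 2 followed with 57 of 921 (6.19%, adjusted p = 0.0395, Fisher's exact test). Expression level is not a candidate explanation for chromosome 13, with an odds ratio of 2.04 within groups of similar expression. Pairs of upregulated next neighbours that do not overlap did not account for all of it. With the genes of such pairs no longer counted as upregulated, the odds ratio was 1.81. Wider clusters of genes were not tested. No biological explanation was tested.

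Log2 fold changes of MH vs. NMH rose slightly with exonic length, with a Spearman rho of 0.129 across 14303 genes, which are not independent replicates. The median exonic length was 2604 bases for upregulated, 2125 for downregulated and 2370 for all tested genes. A length bias of the libraries could give this, and so could the kind of genes that changed; the rho of 0.129 does not separate them.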
